# Transcriptional heterogeneity in the lactase gene within cell-type is linked to the epigenome

**DOI:** 10.1038/srep41843

**Published:** 2017-01-31

**Authors:** Edward Oh, Richie Jeremian, Gabriel Oh, Daniel Groot, Miki Susic, KwangHo Lee, Kelly Foy, Peter W. Laird, Arturas Petronis, Viviane Labrie

## Abstract

Transcriptional variation in histologically- and genetically- identical cells is a widespread phenomenon in tissues, yet the processes conferring this heterogeneity are not well understood. To identify contributing factors, we analyzed epigenetic profiles associated with the *in vivo* transcriptional gradient of the mouse lactase gene (*Lct*), which occurs in enterocytes along the proximal-to-distal axis of the small intestine. We found that epigenetic signatures at enhancer and promoter elements aligns with transcriptional variation of *Lct* in enterocytes. Age and phenotype-specific environmental cues (lactose exposure after weaning) induced changes to epigenetic modifications and CTCF binding at select regulatory elements, which corresponded to the alterations in the intestinal *Lct* mRNA gradient. Thus, epigenetic modifications in combination with CTCF binding at regulatory elements account for the transcriptional gradient in *Lct* in cells of the same type. Epigenetic divergence within enterocytes may contribute to the functional specialization of intestinal subregions.

Within a tissue, seemingly identical cells have been found to exhibit a large degree of variation in their transcriptomes^1^,^2^. Although this cell-to-cell variation can be partially stochastic^3^, there are coordinated transcriptional gradients in cells of the same type across whole organs. For example, prominent transcriptional gradients have been detected in intestinal epithelial cells (enterocytes) along the length of the small intestine^4^,^5^,^6^, in hepatocytes across liver zones^7^,^8^,^9^, in myocytes in different heart chambers^10^−^13^, and in adipocytes located in bone marrow^14^. Gradients in transcriptional states enable cells that are histologically identical to perform biologically distinct roles, vary in their response to environmental stimuli, and exhibit differential disease vulnerability^1^,^15^. Despite its evident biological significance, the molecular processes coordinating same cell-type transcriptional divergence across tissue subregions are not well understood.

Epigenetic mechanisms could contribute to transcriptional variation within the same cell type, as epigenetic modifications are important in regulating gene transcription^16^, determining cell identity^17^,^18^, and affecting genomic functions in response to aging and environmental cues^19^. Recently, DNA modification analysis of single cells from *in vitro* cultures found significant heterogeneity^20^,^21^,^22^, suggesting the potential for epigenetic marks to differ between cells of the same type in living organisms. In this study, we sought to examine the divergence of DNA modifications within a cell type *in vivo* and explored its potential in regulating same cell type transcriptional gradients in tissue. To answer this question, we examined transcriptional and epigenetic variation of the lactase gene (*Lct*) in enterocytes along the proximal-to-distal axis of the mouse small intestine. *Lct*, which is responsible for lactose metabolism, represents an ideal model to identify DNA modifications that can contribute to transcriptional heterogeneity for tissue subregion specialization, as it exhibits a distinguished transcriptional gradient in enterocytes; a gradual elevation from duodenum to jejunum, followed by a steady decline to the ileum^23^,^24^,^25^. Recent studies have shown that *Lct* mRNA expression is dependent upon DNA modifications at key genomic regulatory elements^18^,^26^, however, the extent to which DNA modifications diverge to regulate *Lct* transcription along the length of the intestine remains uninvestigated. In addition to this, we also examined how aging and the environment can modify *Lct* expression through DNA modifications at *Lct* genomic regulatory elements.

Here, we found that in enterocytes isolated from different intestinal regions, DNA modifications at specific genomic regulatory elements were concordant with the transcriptional variation of *Lct*. Aging and environmental exposures (lactose feeding after weaning) resulted in DNA modification changes at these regulatory sites and changes in *Lct* transcriptional patterns. Overall, DNA modification patterns support the aging- and environmentally-induced gradients of *Lct mRNA* and, more broadly, could affect phenotypic outcome by modifying transcriptional programs within same cell types.

## Results

### Within cell-type differences in *Lct* mRNA are correlated to epigenetic alterations

Enterocytes exhibit differing *Lct* transcriptional patterns along the proximal-distal axis of the small intestine, which enables intestinal subregion specialization in lactose metabolism (Fig. 1a). We examined *Lct* mRNA levels in enterocytes from nine segments of the adult (postnatal day 60; P60) mouse small intestine; the proximal, middle and distal segments of the duodenum (segment 1–2), jejunum (segment 3–5), and ileum (segment 6–9), and observed a gradient in steady-state *Lct* mRNA levels (main effect of segment: *F*_8,46_ = 23.4*, p* = 8.4 × 10^−14^; Fig. 1b). *Lct* mRNA levels were highest in the proximal jejunum (segment 3), and then gradually declined toward the proximal duodenum (*p* = 0.008 compared to segment 3) and distal ileum (*p* = 1.2 × 10^−10^). In contrast, *Mcm6* mRNA levels did not change across the intestinal segments. This indicates that enterocytes from the mid-duodenum to mid-jejunum are most specialized for the digestion of lactose.

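DNA from villi enterocytes of P60 mice was treated with bisulfite, captured with padlock probes and sequenced. A padlock probe is a DNA strand with an annealing arm at each end, which is closed into a circle after the stretch between its arms has been copied. The files hold 71 P60 samples, 8 from each of segments 1 to 5 and 7 to 9 and 7 from segment 6. The paper gives n = 53 for this comparison and its materials do not say which samples these were, so all 71 were analysed. For every cytosine, on each strand, the authors deposited the number of reads that called it modified and the number that called it unmodified, after mapping with Bismark to GRCm38. Summed over the cytosines of the locus, these counts ranged from 15226624 to 51340638 per P60 sample, with a median of 20971736. The median CpG of a sample was read between 907 and 3556 times (median of the samples, 1394). DNA modification was computed as the percentage of modified reads, at cytosines with more than 30 reads. A cytosine was tested when at least 3 samples of every segment had more than 30 reads there, which left 10918 cytosines, 653 of them CpGs and 10265 CpHs. Segments were compared with a quasi-binomial F test on the counts, whose dispersion was estimated from the spread between samples, followed by Bonferroni correction over all tested cytosines. Of the P60 samples, 23 were sequenced on lane 5, 24 on lane 6, 23 on lane 7 and 1 on lane 4, so that segments and lanes were crossed. The *Lct* mRNA levels of single mice are not in the files analysed here. Correlations were therefore computed against the mean *Lct* mRNA of each segment, read by eye from Fig. 3a.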

Using a targeted bisulfite sequencing approach^27^, we sought to determine whether DNA modifications (methylation and other cytosine modifications) could account for this within cell-type transcriptional gradient. In enterocytes, selectively isolated from the villi of each of the nine intestinal segments, we characterized 7,580 cytosines (609 CpG sites & 6,971 CpH sites) along the *Lct* and its neighbouring gene, *Mcm6.* We included *Mcm6* in our investigation because DNA variation in this gene, particularly at *MCM6* intron 13, affects inter-individual differences in lactase levels in humans^28^,^29^,^30^. 

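In the files, 609 CpGs and 9663 CpHs of the locus, 10272 cytosines in all, had more than 30 reads in each of the 71 P60 samples. The files list 17903 cytosines between the first and last position of the region, of which 1102 are CpGs, and 17853 of them had the same sequence context in the GRCm38 reference, the other 50 differing only by masked bases. Averaged over the CpGs with more than 30 reads, 78.0% ± 1.2 (SD, n = 71) of the reads were modified at CpGs, against 0.44% ± 0.12 (SD, n = 71) at CpHs. *Lct* lies on the minus strand of chromosome 1 from 128284756 to 128328318 and *Mcm6* from 128331590 to 128359664, each with 17 exons in the annotation used.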

We identified several clusters of modified cytosines (3 or more in <500 bp) which showed significant inverse correlations with *Lct* mRNA levels (R^2^ = 0.62–0.85; *p* < 0.01 after Bonferroni correction; Fig. 1c). 

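Across the 9 segments, 112 CpGs and 5 CpHs differed at an adjusted p under 0.01. From segment 3 to segment 9, DNA modification was higher at 102 of these CpGs and lower at 10. Within the distance of 500 bp, 85 of the 112 CpGs fell into 14 clusters of 3 or more. Percent modification was inversely correlated with the segment's mean *Lct* mRNA at 69 CpGs and directly correlated at 9, among the same 10918 cytosines and after Bonferroni correction. The inverse correlations had R2 values from 0.30 to 0.82 over the 71 samples and formed 10 clusters, and 63 of the 69 CpGs were also among the 112. The mRNA had 1 value per segment, shared by all its samples. The p values of these correlations therefore count samples of 1 segment as separate mRNA values. A CpG that changes along the intestine can pass both tests, so this overlap is no separate evidence. With Benjamini-Hochberg in place of Bonferroni correction, 192 CpGs and 33 CpHs differed between segments, the largest change among the alternatives tried. When the replicate number was added as a block, 108 CpGs and 5 CpHs differed between segments. That pairing is taken from the labels, and samples with the same number deviated together only weakly (mean r = 0.057 against -0.009 for different numbers, permutation p = 0.012). With sequencing lane as a covariate, the number of CpGs was 112. Outside the regions named in the paper, the CpGs with the lowest p lay at 128348622 in *Mcm6* intron 6 and at 128353302 and 128353235 in *Mcm6* intron 3. At 128348622, modification rose from 53.6% ± 3.4 (SD, n = 8) in segment 3 to 73.4% ± 1.7 (SD, n = 8) in segment 9, with a median of 1828 reads per sample (exact permutation test, p = 1.6e-04; adjusted p over the 9 segments = 7.8e-18).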

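The largest cluster of segment-associated cytosines in the files spanned 615 bp on chromosome 1, from 128337771 to 128338385 (GRCm38), 9453 bp upstream of the annotated start of *Lct*. It held 18 CpGs, counted by strand, at 10 positions, 5 of them in *Mcm6* intron 13, 12 in exon 13 and 1 in intron 12. Their adjusted p values ranged from 1.3e-15 to 1.3e-30, and each CpG was more modified in segment 9 than in segment 3, by 7.8 to 63.2 percentage points. Between 175 and 11321 reads covered these CpGs in each sample. The lowest p was found at 128338157 on the minus strand, where the reference reads TCTGAGAGTCGGATCATGCTC around the CpG. That CpG was modified at 26.2% ± 3.2 (SD, n = 8) in segment 3 and at 89.4% ± 2.3 (SD, n = 8) in segment 9. A single CpH, at 128338172, belonged to the cluster and changed from 1.4% ± 0.3 (SD, n = 8) to 2.4% ± 0.5 (SD, n = 8). Its adjusted p over all 71 samples was 4.0e-05. All 18 CpGs were also inversely correlated with the segment's mean *Lct* mRNA, with R2 values from 0.62 to 0.77 over the 71 samples (adjusted p from 9.4e-20 to 2.8e-12). These p values again count samples that share 1 mRNA value as separate. Averaged over the 18 CpGs, the segment means were correlated with *Lct* mRNA over the 9 segments (r = -0.909, permutation p = 4.5e-04; Spearman's rho = -0.900, permutation p = 0.0020; Benjamini-Hochberg values of 9.0e-04 and 0.0041 over the 6 regions examined). Without the 2 segments farthest from the median mRNA, r was -0.843. Within the 3 lanes that carried all segments, r was -0.946 on lane 5, -0.878 on lane 6 and -0.872 on lane 7.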

Most notably, at *Mcm6* exon 13–intron 13, we observed a large cluster modified cytosines associated with *Lct* mRNA variation across the intestine (18 CpGs and 1 CpH site, *p* = 3.3 × 10^−3^ to 1.4 × 10^−11^ after Bonferroni correction; R^2^ = 0.67–0.85). 

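Averaged over the 18 CpGs of the *Mcm6* exon 13–intron 13 cluster, DNA modification was 36.3% ± 5.6 in segment 1, 34.9% ± 5.9 in segment 2, 33.9% ± 3.9 in segment 3, 38.2% ± 5.8 in segment 4 and 42.0% ± 5.9 in segment 5 (SD, n = 8 each). It then rose to 53.3% ± 6.95 (SD, n = 7) in segment 6, 63.3% ± 7.4 in segment 7, 73.3% ± 6.4 in segment 8 and 80.04% ± 2.3 in segment 9 (SD, n = 8 each). Segment 3 was the lowest and segment 9 the highest of the 9 segments. The samples of segment 3 had values of 29.6, 31.3, 36.9, 38.4, 33.5, 28.8, 33.8 and 38.9%, and those of segment 9 had 74.6, 80.6, 81.8, 80.8, 80.5, 81.9, 80.6 and 79.5%. All samples of segment 9 lay above every sample of segment 3, a difference of 46.2 percentage points (exact permutation test, p = 1.6e-04, the smallest p that 8 against 8 samples allow). On lane 5, lane 6 and lane 7 alone, the difference was 47.5, 44.5 and 44.7 points. Over all segments the F statistic was 75.5 (permutation test, p = 1e-05, the smallest that 100000 resamples can give). With the replicate number as a block, taken from the labels as a pairing, the exact permutation p for segment 9 against segment 3 was 0.0078. Of the alternatives, averaging over all covered CpGs of the annotated exon and intron changed the difference most, to 41.8 points. The CpGs were chosen for their association with segment in these same samples.

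**Figure D1:**
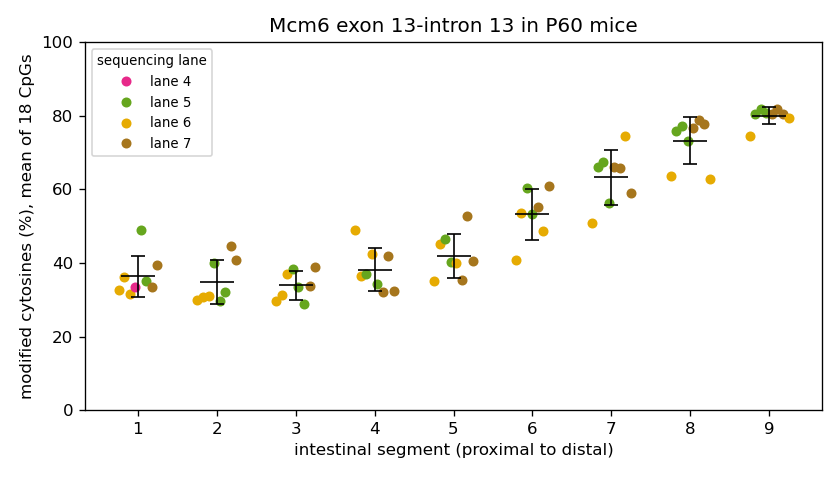
DNA modification at *Mcm6* exon 13–intron 13 (mean of 18 CpGs, percent, vertical axis) in P60 mice by intestinal segment (horizontal axis). Each point is 1 sample, coloured by sequencing lane, and the black bars are the mean and SD. Values rise from 33.9% in segment 3 to 80.04% in segment 9. Samples of different lanes overlap in segments 1, 3, 4, 5 and 7. In segment 2 the lane 7 samples lie above all others, and in segment 6 the lane 6 samples lie below those of lane 7. In segments 8 and 9 the lane 6 samples lie below every sample of lanes 5 and 7.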

DNA modification densities in this region were lowest in segment 3 (34.7%) and reached maximal levels in the distal ileum (77.1%; *p* = 4.4 × 10^−21^; Fig. 2). 

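In *Lct* exon 1, 6 CpGs between 128327865 and 128328160 formed a cluster associated with segment (adjusted p from 6.0e-05 to 4.3e-22). Their mean DNA modification was 80.8% ± 1.2 (SD, n = 8) in segment 3 and 91.8% ± 0.3 (SD, n = 8) in segment 9, and all 8 samples of segment 9 lay above those of segment 3 (exact permutation test, p = 1.6e-04, the smallest possible). At least 289 reads covered each of these CpGs in every P60 sample. In *Lct* intron 2, 4 CpGs between 128314519 and 128314931 formed a cluster in the comparison of segments, and 6 did so by correlation with *Lct* mRNA (R2 from 0.37 to 0.76). Over the 4 CpGs, modification rose from 27.2% ± 2.1 (SD, n = 8) to 64.1% ± 3.6 (SD, n = 8; exact permutation test, p = 1.6e-04), with at least 103 reads per CpG and sample. The cluster found by correlation at *Lct* exon 1 held 7 CpGs, with R2 values from 0.30 to 0.82. Over the 9 segment means, r with *Lct* mRNA was -0.962 at exon 1 (permutation p = 1.0e-04; rho = -0.983, permutation p = 5.0e-05; Benjamini-Hochberg values of 3.1e-04 and 3.0e-04 over 6 regions). At intron 2, r was -0.950 (permutation p = 3.9e-05; rho = -0.950, permutation p = 3.5e-04; Benjamini-Hochberg values of 2.3e-04 and 0.0011). Leaving out the 2 segments farthest from the median mRNA gave r = -0.948 at exon 1 and -0.913 at intron 2. Within lanes 5, 6 and 7, r was -0.958, -0.948 and -0.904 at exon 1 and -0.949, -0.941 and -0.905 at intron 2. Averaging over all covered CpGs of the annotated features reduced the difference between segments 9 and 3 from 11.0 to 7.8 percentage points at exon 1 and from 36.9 to 11.5 at intron 2.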

There were also DNA modification clusters strongly correlated with *Lct* mRNA at *Lct* exon 1 and *Lct* intron 2 (each genomic site containing 6 CpGs, R^2^ = 0.62–0.85; *p* = 1.8 × 10^−2^ to 4.0 × 10^−12^ after Bonferroni correction; Figs 1c and 2). 

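In the order of the intestine, the CpGs of *Lct* exon 1 had means of 85.7% ± 1.8 in segment 1, 81.8% ± 2.0 in segment 2, 80.8% ± 1.2 in segment 3 and 90.3% ± 1.2 in segment 7 (SD, n = 8 each). The CpGs of *Lct* intron 2 had means of 34.2% ± 5.1, 28.1% ± 5.5, 27.2% ± 2.1 and 50.2% ± 5.4 in the same segments (SD, n = 8 each). Both regions were thus lowest in segment 3, like *Mcm6* exon 13–intron 13, and the F statistic over segments was 47.6 at exon 1 and 59.3 at intron 2 (permutation test, p = 1e-05 for each, the smallest that 100000 resamples can give). With the replicate block, both differences between segments 9 and 3 kept an exact permutation p of 0.0078. From the opposite course of DNA modification and *Lct* mRNA along the intestine at these sites, the paper concludes that the 2 are related within enterocytes.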

Thus, DNA modifications at specific regions are related to the *Lct* transcriptional gradient within enterocytes along the small intestine.

We next examined ENCODE data of adult mouse small intestine^31^ to determine whether the sites we associated with transcriptional variation in *Lct* could function as genomic regulatory elements (Fig. 1d). We found histone marks indicative of a poised element at *Mcm6* exon 13–intron 13 (H3Kme1), an active enhancer at *Lct* intron 2 (H3K4me1 & H3K27ac), and an active promoter at *Lct* exon 1 (H3K4me3 & H3K27ac). *Mcm6* exon 13–intron 13, *Lct* exon 1 and intron 2 showed binding of CTCF, a protein that facilitates interactions between transcription regulatory sequences by affecting chromatin architecture^32^,^33^. In addition, *Lct* exon 1 and intron 2 overlapped GATA1 binding sites. GATA1 is a member of GATA transcription factor family that modulates *Lct* expression^34^, and modifies epigenetic marks to promote subregion transcriptomic differences in the small intestine^35^. Thus, sites in which DNA modifications were significantly predictive of regional differences in *Lct* contained chromatin signatures of enhancers and a promoter, along with an enrichment in transcriptional regulatory proteins.

### The *Lct* transcriptional and epigenetic gradients in enterocytes are age-dependent

We investigated whether transcriptional gradients could be established from age-associated epigenetic changes. To do this, we first examined *Lct* mRNA levels in enterocytes across the small intestine of infant mice (P6) and adult mice (P60). *Lct* mRNA levels in infants were mostly similar across intestinal segments, and were 5–15 fold higher than adults (main effect of age: *F*_8,85_ = 13.23*, p* = 3.12 × 10^−12^; Fig. 3a). This signifies that transcriptional differences in *Lct* along the small intestine manifests with age, where over time *Lct* becomes mainly suppressed in enterocytes of the proximal duodenum and ileum relative to medial segments.

Next, the extent to which DNA modifications diverge with age at the *Lct-Mcm6* locus was examined in villi enterocytes from different intestinal regions. 

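For the comparison of ages, the files hold 10 samples from P6 infants, 3 from segment 1, 3 from segment 3 and 4 from segment 7, and 8 samples from P60 adults for each of these segments. The authors deposited modified and unmodified read counts per cytosine in the same form at both ages. Counts summed over the cytosines of the locus ranged from 33271573 to 43201916 per P6 sample (median 40786604), and the median CpG was read between 1590 and 2695 times. All P6 samples were sequenced on lane 8, which carried no P60 sample, so age and batch cannot be told apart in these files and no comparison within a lane is possible. Each segment was tested separately with the quasi-binomial F test at cytosines with more than 30 reads in at least 3 samples of each age, which left 10776, 10779 and 10843 cytosines in segments 1, 3 and 7, with Bonferroni correction over CpGs and CpHs together. Regions were compared by the mean of their CpG percentages in each sample, with exact permutation tests over all splits of the samples. With 3 samples against 8 the smallest possible p is 0.0061, and with 4 against 8 it is 0.0020. Averaged over the locus, CpGs were modified at 75.6% ± 0.7 (SD, n = 10) in P6 and 78.0% ± 1.2 (SD, n = 71) in P60.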

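Among P60 samples (n = 8 per segment), 1 CpG differed between segments 1 and 3, 26 between segments 3 and 7, and 18 between segments 1 and 7 at an adjusted p under 0.01, of 665 CpGs tested in each comparison. Modification was higher in segment 7 than in segment 3 at 22 of the 26 CpGs, by up to 46.0 percentage points in pooled reads, and higher than in segment 1 at 17 of the 18, by up to 42.5 points. The CpG that differed between segments 1 and 3, at 128328060 in *Lct* exon 1, fell by 9.8 points to segment 3. With the replicate number as a block the counts were 0, 4 and 2 CpGs, and with sequencing lane as a covariate 0, 18 and 7. The pairing by replicate number is taken from the labels, and its check over all P60 segments gave a mean r of 0.057 between samples of the same number. The Benjamini-Hochberg procedure moved the counts most, to 65 CpGs for segments 3 and 7 and 96 for segments 1 and 7. From these differences the paper concludes that the segments of adults diverge in DNA modification as they do in *Lct* abundance.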

In adults, segments 1, 3 and 7 (duodenal, jejunal and ileal segments) differed substantially in *Lct* abundance, and consistently, DNA modifications differed significantly between adult segments (*p* < 0.01 after Bonferroni correction; Fig. 3b, x-axis). 

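Among P6 samples, no CpG differed between segments 1 and 3 (n = 3 and 3), 3 and 7 (n = 3 and 4) or 1 and 7 (n = 3 and 4) at an adjusted p under 0.01, of 639, 642 and 642 CpGs tested. The lowest adjusted p was 1 in each comparison. The median difference of a CpG between segments, without regard to sign, was 1.3, 1.4 and 1.4 percentage points in P6, against 0.9, 0.8 and 1.3 points in P60 for the same pairs. The dispersion between P6 samples was larger, with a median of 11.2, 11.7 and 10.7 against 3.4, 3.0 and 3.2 in P60. With the replicate number as a block, the count was 0 in all 3 comparisons. In P6, samples of the same number deviated together (mean r = 0.556 against -0.198, permutation p = 0.019), a pairing taken from the labels. When P60 samples were drawn down at random to the P6 numbers 100 times, the median number of CpGs was 0 for each pair of segments, and for segments 1 and 7 99 of the 100 draws gave none. At *Mcm6* exon 13–intron 13, P6 samples had 16.9% ± 8.9 (SD, n = 3) in segment 1, 20.3% ± 18.7 (SD, n = 3) in segment 3 and 33.6% ± 7.7 (SD, n = 4) in segment 7. Segment 7 exceeded segment 3 by 13.3 percentage points (exact permutation test, p = 0.26) and segment 1 by 16.7 points (exact permutation test, p = 0.086), where 0.029 is the smallest p that 3 against 4 samples allow. With the replicate number as a block, segment 7 exceeded segment 3 in the 3 pairs by 1.1, 20.1 and 17.4 points (mean 12.9) and segment 1 by 15.7, 19.3 and 13.9 points (mean 16.3; exact sign-flip permutation test, p = 0.25 for each, the smallest that 3 pairs allow). Segment 7 was thus the higher one in every pair. With 3 pairs this test cannot give a p under 0.25, so it cannot decide whether the region differs between P6 segments. These tests were added after the files had arrived. The paper reasons that the absence of significant differences in infants mirrors their lack of a gradient in *Lct* mRNA.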

In infants, no significant DNA modification differences were observed between the intestinal segments (Fig. 3b, y-axis), which reflects their lack of an *Lct* transcriptional gradient.

We then searched for epigenetically-controlled DNA sites that could contribute to the age-dependent establishment of the *Lct* transcriptional gradient. For this, we investigated DNA modifications at the *Lct*–*Mcm6* locus in isolated villi enterocytes of adult and infant mice, comparing only matched segments between the age groups (Fig. 3c). 

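At an adjusted p under 0.01, 4 CpGs in segment 1, 4 in segment 3 and 6 in segment 7 differed between P6 and P60, of 641, 642 and 645 tested. All were more modified in P60 except 1 CpG in segment 7. Differences in pooled reads reached 46.8, 15.9 and 35.8 percentage points. CpHs past the same threshold numbered 2 in segment 1, 3 in segment 3 and 7 in segment 7, of 10135, 10137 and 10198 tested, and all were less modified in P60. In segments 1 and 3, these CpHs fell by 0.7 to 1.1 points. The mean of all CpHs of the locus changed in the same direction, by -0.22, -0.15 and -0.21 points in segments 1, 3 and 7. For such small falls, age cannot be told apart from a difference between the libraries. In segment 7, the largest change was at 128344486 in *Mcm6* intron 8, from 16.5% ± 1.8 (SD, n = 4) to 1.6% ± 0.5 (SD, n = 8), with a median of 369 reads in P6 and 453.5 in P60. Outside the regions named in the paper, the CpGs with the lowest p in segment 1 were 128355604 and 128355588 in *Mcm6* exon 2 and 128333406 in *Mcm6* intron 16. At 128355604 modification rose from 20.3% ± 3.5 (SD, n = 3) to 63.6% ± 4.7 (SD, n = 8; adjusted p = 0.0012, exact permutation test, p = 0.0061), and every P60 sample lay above every P6 sample, with at least 53 reads. In segment 3 the lowest p of all CpGs was at 128310535 in *Lct* exon 5, which rose from 73.5% ± 0.6 (SD, n = 3) to 84.5% ± 0.7 (SD, n = 8; adjusted p = 1.4e-05, exact permutation test, p = 0.0061). In segment 7 it was at 128313278 in *Lct* intron 2, which rose from 73.5% ± 3.2 (SD, n = 4) to 94.3% ± 0.3 (SD, n = 8; adjusted p = 5.1e-06, exact permutation test, p = 0.0020). Outside the named regions it was at 128305171 in *Lct* intron 6, which rose from 46.6% ± 3.9 (SD, n = 4) to 82.9% ± 3.9 (SD, n = 8; adjusted p = 5.2e-04, exact permutation test, p = 0.0020). The correction moved these counts most, since with the Benjamini-Hochberg procedure they were 75, 69 and 140 CpGs and 138, 154 and 299 CpHs.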

We found differences in CpG (but not CpH) modifications with age in enterocytes along the intestine. 

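Windows of 5 or more neighbouring CpGs with more than 30 reads in every sample of both ages were ranked by their mean gain from P6 to P60, over 633, 636 and 640 CpGs in segments 1, 3 and 7. In each segment the first rank fell in *Mcm6* exon 13 and intron 12, next to intron 13. The window from 128338177 to 128338385 gained 22.6 percentage points in segment 1 and 17.0 in segment 3, and the window from 128338136 to 128338385 gained 33.2 points in segment 7. The next-ranked windows, in *Lct* intron 9 for segment 1 and *Lct* intron 6 for segments 3 and 7, gained 7.5, 12.6 and 13.4 points. Within *Mcm6* exon 13–intron 13, the CpG with the lowest p in segments 1 and 3 was 128338178 on the minus strand. It rose from 13.8% ± 6.1 (SD, n = 3) to 51.1% ± 6.7 (SD, n = 8) in segment 1 (exact permutation test, p = 0.0061) and from 16.1% ± 14.7 (SD, n = 3) to 49.7% ± 4.5 (SD, n = 8) in segment 3 (exact permutation test, p = 0.0061). Its adjusted p was 0.067 in segment 1 and 1 in segment 3. In segment 7 the lowest p was at 128338195 on the minus strand, which rose from 3.6% ± 0.4 (SD, n = 4) to 7.4% ± 0.9 (SD, n = 8; adjusted p = 0.0081, exact permutation test, p = 0.0020). This CpG was read only in the annealing arm of a probe, so its percentages say little about modification. From the height of this gain the paper singles out *Mcm6* exon 13–intron 13.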

In particular, *Mcm6* exon 13–intron 13 exhibited the highest localized gain of DNA modifications in adulthood (Fig. 3c). The age-related DNA modification increase at *Mcm6* exon 13–intron 13 was most prevalent in the segment with the largest *Lct* mRNA loss (segment 7; age-segment interaction: *F*_7,78_ = 5.78*, p* = 4.0 × 10^−4^; Fig. 3d). 

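Over the 18 CpGs of *Mcm6* exon 13–intron 13, the gain from P6 to P60 was 19.4 percentage points in segment 1, 13.6 in segment 3 and 29.7 in segment 7. The interaction of age and segment had an F of 2.61 (permutation test with age labels shuffled within segments, p = 0.088, n = 34 samples). Pooling the reads of all CpGs of the region, in place of averaging CpG percentages, gave an F of 4.90 (permutation test, p = 0.019), the largest change among the alternatives. The spread of the P6 samples was widest in segment 3, where single samples had 41.6, 12.8 and 6.6%. From the larger gain in segment 7, where *Lct* mRNA falls most, the paper concludes that the age-related increase is most prevalent there.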

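DNA modification at *Mcm6* exon 13–intron 13 was 33.6% ± 7.7 (SD, n = 4) in P6 and 63.3% ± 7.4 (SD, n = 8) in P60 in segment 7, a gain of 29.7 percentage points (exact permutation test, p = 0.0020, the smallest possible). In segment 1 it was 16.9% ± 8.9 (SD, n = 3) and 36.3% ± 5.6 (SD, n = 8), a gain of 19.4 points (exact permutation test, p = 0.0061, the smallest possible). Segment 3 had 20.3% ± 18.7 (SD, n = 3) and 33.9% ± 3.9 (SD, n = 8), a gain of 13.6 points (exact permutation test, p = 0.0545). The P6 samples had 27.0, 13.7 and 10.1% in segment 1, 41.6, 12.8 and 6.6% in segment 3 and 42.7, 32.9, 24.0 and 34.8% in segment 7. Every P60 sample lay above every P6 sample in segments 1 and 7. At least 189 reads covered each CpG in every sample. Leaving out each P6 sample in turn moved the gain to between 16.0 and 24.4 points in segment 1, 6.7 and 24.2 in segment 3 and 26.5 and 32.7 in segment 7, and without P6 segment 3 replicate 1 the gain in segment 3 had an exact permutation p of 0.022.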

DNA modification densities in *Mcm6* exon 13–intron 13 increased by 30% in segment 7 in P60 adults compared to infants (*p* = 1.3 × 10^−4^), while there was an 18% increase segment 1 (*p* = 1.3 × 10^−4^) and a 12% increase in segment 3 (*p* = 0.0013; Fig. 3d). In older adults (P90), DNA modification levels continued to rise (by ~10%) in segment 1 and 3 (*p* = 0.025; Fig. 3d), indicating continued epigenetic aging at this *Mcm6* site. 

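P90 mice were all given milk, and the paper does not say whether Fig. 3d shows the lac- group, the LAC+ group or both, so each was compared with P60 at *Mcm6* exon 13–intron 13. In segment 1, modification was 36.3% ± 5.6 (SD, n = 8) in P60, 44.9% ± 6.0 (SD, n = 6) in lac- mice (exact permutation test, p = 0.023) and 50.6% ± 3.2 (SD, n = 7) in LAC+ mice (exact permutation test, p = 6.2e-04). In segment 3, P60 mice had 33.9% ± 3.9 (SD, n = 8), lac- mice 41.5% ± 14.3 (SD, n = 6; exact permutation test, p = 0.18) and LAC+ mice 50.7% ± 20.7 (SD, n = 7; exact permutation test, p = 0.036). Segment 7 had 63.3% ± 7.4 (SD, n = 8) in P60, 60.3% ± 6.0 (SD, n = 6) in lac- mice (exact permutation test, p = 0.45) and 60.8% ± 8.4 (SD, n = 7) in LAC+ mice (exact permutation test, p = 0.55). Every P90 sample of segment 1 lay above the P60 mean. In segment 3, the samples ranged from 30.2 to 66.1% in lac- mice and from 26.1 to 83.3% in LAC+ mice. No lane carried both P60 and LAC+ samples. Of the P90 files, 41 of 67 are marked as merged, and no P60 file is. In segment 1, the 4 merged lac- files, all on lane 3, had 48.4% ± 3.4 (SD), and the 2 unmerged ones, on lane 5, had 38.7 and 37.0%, a rise of 1.5 points over P60 (exact permutation test, p = 0.69, n = 8 and 2). On lane 5 alone, lac- mice were lower than P60 mice by 4.2 points (n = 2 each). This rests on 1 P60 sample with 48.9%, far from the rest of its group. The other P60 sample on that lane had 35.2%, below both lac- samples. All LAC+ files of segment 1 were merged. In segment 3, lac- mice without the merged file exceeded P60 by 5.7 points (exact permutation test, p = 0.38, n = 8 and 5) and LAC+ mice by 12.1 (exact permutation test, p = 0.29, n = 8 and 3), and the unmerged LAC+ files had 26.1, 28.5 and 83.3%. On lanes with both ages in segment 3, lac- mice exceeded P60 by 7.8 points (exact permutation test, p = 0.39, n = 5 and 4). This rests on lac- replicate 4 with 66.1%, a value of more distal segments. The other lac- samples there had 33.6, 31.1 and 36.9%, within the P60 range of segment 3 (28.8 to 38.9%). The LAC+ sample with 83.3% lay nearest to segment 8 at other CpGs, so the segments of both samples may be in doubt. In segment 7 without merged files, the change from P60 was -1.2 points in lac- mice (exact permutation test, p = 0.77, n = 8 and 5). In LAC+ mice it was -11.4 (exact permutation test, p = 0.13, n = 8 and 2). These comparisons were added after the values had been seen, and age cannot be told apart from the kind of file in segment 1. As P60 mice were given no milk, age cannot be told apart from milk in any segment. Pooling the reads of the region reduced the rise in segment 1 from 8.5 to 7.0 points in lac- mice and from 14.2 to 10.8 in LAC+ mice. From the rise in segments 1 and 3 the paper concludes that this site goes on aging in older adults.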

Thus, in addition to enabling lactase persistence in certain human populations^28^,^29^, epigenetic regulation of *Mcm6* exon 13–intron 13 could be central to the age-dependent decline of *Lct* in proximal and distal portions of the small intestine, leading to their inability to metabolize lactose. Thus, cells of the same type can exhibit a divergence in DNA modifications with age across tissue regions, which in turn may facilitate transcriptional gradients and the functional specialization of tissue subregions.

### The environment modifies the *Lct* transcriptional gradient and induces epigenetic alterations

We determined whether a phenotype-related environmental signal (i.e. lactose exposure) could modify transcriptional patterns and induce epigenetic changes in enterocytes along the small intestine. For this experiment, we fed mice either lactose-containing milk (LAC^+^) or lactose-free milk (lac^−^) for 60 days. In response to lactose treatment, *Lct* mRNA levels increased in the enterocytes of distal intestinal segments (segment-diet interaction *F*_8,88_ = 5.2*, p* = 2.0 × 10^−5^; Fig. 4a). Specifically, lactose exposure increased *Lct* mRNA levels in enterocytes of segments 7 (*p* = 0.007) and 8 by 1.3- to 2- fold (*p* = 0.023) compared to mice in the lactose-free group (Fig. 4a).

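The files hold 35 samples from LAC+ mice, 7 from each of segments 1, 3, 4, 7 and 8, and 32 from lac- mice, 6 from segments 1, 3 and 7 and 7 from segments 4 and 8. The paper gives n = 34 and n = 31, and its materials do not say which samples these were, so all were analysed. Mice were 90 days old after 60 days of milk. The authors deposited modified and unmodified read counts per cytosine. Over the cytosines of the locus these summed to between 19769931 and 98001609 per LAC+ sample (median 47322523) and between 19797385 and 101149164 per lac- sample (median 41561378). After the paper's rule, CpGs with a mean above 90% were removed, leaving 414, 357, 388, 323 and 332 CpGs for the tests in segments 1, 3, 4, 7 and 8, and Bonferroni correction was applied over these. Of the LAC+ samples, 20 were sequenced on lane 1, 1 on lane 2 and 14 on lane 3. Of the lac- samples, 3 were on lane 1, 10 on lane 3, 4 on lane 5, 11 on lane 6 and 4 on lane 7. In segments 3, 7 and 8 all LAC+ samples but 1 were on lane 1, which carried a single lac- sample of each of these segments, so batch and diet cannot be told apart there. Files are marked as merged for 29 of the LAC+ and 12 of the lac- samples. Imprinted regions, captured by the same libraries, differed between the diets by -0.02, -1.2, 0.65, -0.74 and -0.47 percentage points in segments 1, 3, 4, 7 and 8 (exact permutation tests, p = 0.95, 0.020, 0.030, 0.0105 and 0.32, n = 6 or 7 per group).

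**Figure D2:**
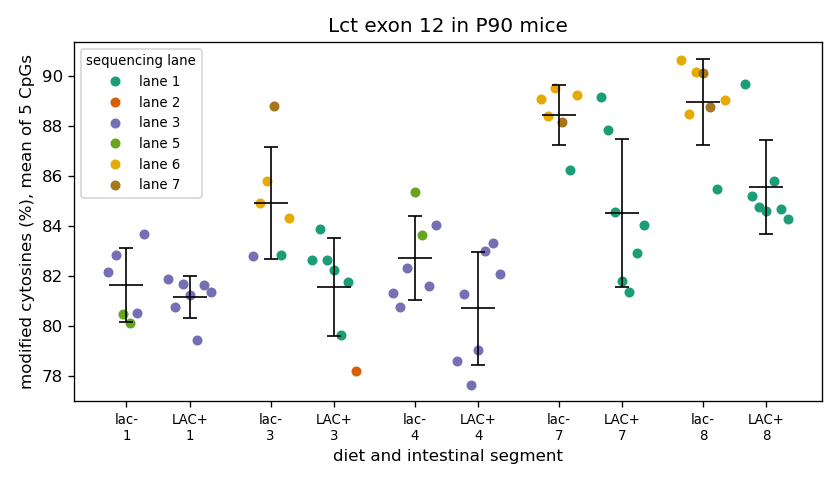
DNA modification at *Lct* exon 12 (mean of 5 CpGs, percent, vertical axis, which starts above 0) in P90 mice by diet and intestinal segment (horizontal axis). Each point is 1 sample, coloured by sequencing lane, and the black bars are the mean and SD; in segments 3, 7 and 8 the lac- sample on lane 1 lies near the bottom of its group.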

To test whether the epigenome could be involved in the environmentally-induced changes in *Lct* mRNA across the intestine, we investigated DNA modifications in isolated villi enterocytes at the *Lct*–*Mcm6* locus in LAC^+^ and lac^−^ treated mice. We evaluated intestinal segments in which *Lct* was induced (segments 7 and 8) or showed no statistically significant change (segments 1, 3 and 4). 

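With the F test, no CpG differed between LAC+ and lac- mice at an adjusted p under 0.01 in segment 7 or segment 8. The lowest adjusted p was 0.33 in segment 7, at 128293733 in *Lct* exon 12, and 0.023 in segment 8, at 128343956 in *Mcm6* intron 9, which fell by 7.5 percentage points from 92.4% ± 1.8 to 84.9% ± 2.4 (SD, n = 7 each). With the Benjamini-Hochberg procedure, 15 CpGs passed in segment 8. In segments 7 and 8, the 90% rule left 3 of the 5 CpGs of *Lct* exon 12 (128293683 to 128293733). Their mean was 85.5% ± 1.2 (SD, n = 6) in lac- and 81.3% ± 3.6 (SD, n = 7) in LAC+ mice in segment 7. There exon 12 fell by 4.2 points (exact permutation test, p = 0.0245, 6 of 7 LAC+ samples below the lac- mean). In segment 8 it had 86.5% ± 2.2 (SD, n = 7) and 82.7% ± 2.1 (SD, n = 7) and fell by 3.8 points (exact permutation test, p = 0.015, 6 of 7 below). Over all 5 CpGs, exon 12 fell by 3.9 points in segment 7 and by 3.4 in segment 8. The CpG of exon 12 with the lowest p, 128293733 on the plus strand, fell by 5.2 points in segment 7 (exact permutation test, p = 0.0041) and by 4.7 in segment 8 (exact permutation test, p = 0.0035), with at least 1423 reads per sample, an adjusted p of 0.33 and 1, and 7 of 7 LAC+ samples below the lac- mean in both. In *Lct* intron 8, the mean of 3 CpGs in segment 8 changed by -0.68 points, from 78.0% ± 0.9 to 77.3% ± 0.4 (SD, n = 7 each; exact permutation test, p = 0.11), and the CpG with the lowest p, 128298853, fell by 3.6 points (exact permutation test, p = 0.0029, adjusted p = 0.37, 6 of 7 below the lac- mean). In *Lct* intron 2, the mean of 13 CpGs in segment 8 changed by 2.4 points, from 41.1% ± 3.2 to 43.5% ± 4.2 (SD, n = 7 each; exact permutation test, p = 0.24). The CpG with the lowest p in the F test, 128314756, rose from 6.9% ± 4.5 to 13.6% ± 5.9 (SD, n = 7 each; exact permutation test, p = 0.0355, adjusted p = 1, 6 of 7 above the lac- mean). The largest decrease in the intron was at 128314931, from 25.1% ± 6.3 to 18.8% ± 1.8 (SD, n = 7 each; exact permutation test, p = 0.011, 7 of 7 below the lac- mean). That CpG was picked after the values had been seen. Among the alternatives listed beforehand, restricting the samples to lanes with both diets changed exon 12 most. It gave -1.9 points in segment 7 and 0.38 in segment 8, with 1 lac- sample on such a lane in each segment. When the diets were compared within merged and within unmerged files, added after the values had been seen, exon 12 changed by -1.4 points in segment 7 (exact permutation test within strata, p = 0.17) and by -0.0047 in segment 8 (p = 0.98). As the mean of all 5 CpGs, exon 12 in segment 7 had 88.5% ± 0.9 (SD, n = 2) in unmerged and 82.9% ± 1.4 (SD, n = 5) in merged LAC+ files, and 88.9% ± 0.6 (SD, n = 5) in unmerged lac- files and 86.2% in the merged one. With the replicate number as a block, a pairing taken from the labels, exon 12 in segment 7 changed by -4.1 points (exact permutation test, p = 0.094), and samples of the same number and segment deviated together no more than others (mean r = 0.061 against -0.005, permutation p = 0.28).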

Distal intestinal segments exhibited a significant decrease in CpG modification densities at *Lct* exon 12 (segment 7 = 5.2%, *p* = 4.7 × 10^−4^; segment 8 = 4.7%, *p* = 0.010), *Lct* intron 8 (segment 8 = 3.6%, *p* = 3.6 × 10^−3^), and *Lct* intron 2 (segment 8 = 6.4%; *p* = 0.012; Fig. 4b,c). CpG modifications were not changed significantly in segments 1, 3 and 4 (Fig. 4b,c). 

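In segments 1, 3 and 4, no CpG reached an adjusted p under 0.01, and the lowest adjusted p was 1, 1 and 0.44. The median difference of a CpG between the diets, without regard to sign, was 0.85, 1.2 and 0.79 percentage points, against 1.0 and 1.2 in segments 7 and 8. *Lct* exon 12 changed by -0.49 points in segment 1 (exact permutation test, p = 0.47, n = 6 and 7), by -3.4 in segment 3 (exact permutation test, p = 0.0076, n = 6 and 7) and by -2.0 in segment 4 (exact permutation test, p = 0.083, n = 7 and 7). After the 90% rule these means cover 5 CpGs in segments 1 and 4 and 4 in segment 3, against 3 in segments 7 and 8. In segment 3 it had 83.1% ± 2.7 (SD, n = 6) in lac- and 79.7% ± 1.5 (SD, n = 7) in LAC+ mice, with at least 1500 reads per CpG, and all 7 LAC+ samples lay below the lac- mean. On the lane shared by both diets in segment 3, with 1 lac- sample, the change was -0.98 points. Within merged and within unmerged files it was -3.1 points (exact permutation test within strata, p = 0.043), in a comparison added after the values had been seen. *Lct* intron 8 and *Lct* intron 2 changed by 1.4, 0.43 and 0.28 points and by 4.3, 6.2 and 5.9 points in segments 1, 3 and 4 (exact permutation tests, p from 0.089 to 0.88). The interaction of diet and segment had an F of 1.79 at exon 12 (permutation p = 0.15), 1.72 at intron 8 (permutation p = 0.19) and 0.30 at intron 2 (permutation p = 0.87) over the 67 samples.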

Although epigenetic modifications at *Mcm6* exon 13–intron 13 were found to be important for aging and regional differences in *Lct*, this genomic site was unchanged by milk-feeding, which could partly explain why *Lct* mRNA levels were not returned to that of pre-weaned infants after prolonged lactose exposure.

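At *Mcm6* exon 13–intron 13, LAC+ and lac- mice had 50.6% ± 3.2 (SD, n = 7) and 44.9% ± 6.0 (SD, n = 6) in segment 1 (exact permutation test, p = 0.053), 50.7% ± 20.7 (SD, n = 7) and 41.5% ± 14.3 (SD, n = 6) in segment 3 (exact permutation test, p = 0.37), and 56.9% ± 5.6 and 51.9% ± 10.6 (SD, n = 7 each) in segment 4 (exact permutation test, p = 0.30). In the distal segments they had 60.8% ± 8.4 (SD, n = 7) and 60.3% ± 6.0 (SD, n = 6) in segment 7 (exact permutation test, p = 0.90) and, over the 16 CpGs left by the 90% rule, 71.8% ± 6.0 and 71.0% ± 5.9 (SD, n = 7 each) in segment 8 (exact permutation test, p = 0.80). Each CpG had at least 709 reads in every sample of segment 1 and at least 419 in every sample of segment 4. The interaction of diet and segment had an F of 0.45 (permutation test, p = 0.69, n = 67). With the replicate number as a block, the difference in segment 1 was 6.5 percentage points (exact permutation test, p = 0.031), against 5.7 without it. This pairing takes the replicate number from the source names, and its check gave a mean r of 0.061 for samples of the same number. The sample titles number both groups of segment 1 differently, and by those numbers, tried after the values had been seen, 5 pairs differed by 8.5 points (exact permutation test, p = 0.0625, the smallest possible). The pairing is thus uncertain. On the lane shared by both diets in segment 1 the difference was 2.2 points. From the absence of a change here, the paper proposes a partial reason why lactose did not bring *Lct* mRNA back to infant levels.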

### CTCF binding along the intestine targets epigenetically-controlled sites associated with *Lct* transcriptional variation

We wanted to examine the potential mechanism behind how DNA modification status at the *Mcm6* exon 13–intron 13 region located ~13 kb upstream of the *Lct* gene was able to exert such strong effects on the *Lct* promoter. We chose to examine the contribution of the chromatin architectural protein CTCF because of its ability to mediate architectural DNA interactions that facilitate transcription^36^. Furthermore, sequence-dependent CTCF occupancy can be regulated by DNA methylation status^37^,^38^,^39^,^40^,^41^ which leads to differential splicing and gene transcription. The contribution of CTCF binding in the *Lct-Mcm6* locus in mediating transcriptional gradients in cells of the same type across the adult and infant mouse small intestine was investigated by ChIP-qPCR (Fig. 5). In adults, CTCF binding was highest in the proximal jejunum (segment 3) and gradually declined in more proximal and distal intestinal regions (main effect segment: *F*_*4,19*_ = 5.12, *p* = 0.0083). Segment differences in CTCF binding were most apparent at *Mcm6* exon 13–intron 13, and to a lesser extent at *Lct* intron 2. In infant mice, on the other hand, we found that CTCF was absent from *Lct*–*Mcm6* regulatory elements (Fig. 5).

## Discussion

Our results indicate that divergent epigenetic programming enables aging- and environmentally-induced changes in gene transcription occurring in cells of the same type (Fig. 6). In particular, the *Mcm6* exon 13–intron 13 site was found to be a key modulator of the age-dependent establishment and maintenance of the *Lct* transcriptional gradient. These findings are consistent with reports that this upstream region is an enhancer of *Lct* transcription based on genetic (lactase persistence SNPs in various populations)^28^,^30^ and molecular evidence that demonstrate its ability to regulate *Lct* transcription *in vitro*^42^,^43^,^44^. Our new observation that epigenetic control of *Mcm6* exon 13–intron 13 is important to *Lct* regulation in both mice and humans^26^,^28^,^29^ adds an epigenetic layer to these previous findings. Our study also suggests an evolutionary conservation of epigenetic regulation, which appears to precede genetic polymorphisms for the evolutionarily favorable lactase persistence trait^45^,^46^. Furthermore, the *Mcm6* exon 13–intron 13 site was not sensitive to environmental cues (i.e. milk), indicative that age-dependent epigenetic programming of *Mcm6* exon 13–intron 13 is not malleable. By contrast, other regulatory elements affecting the *Lct* gradient (i.e. *Lct* intron 2 and intron 8) remained epigenetically adaptive to environmental signals, enabling a partial recovery of *Lct* expression in the adult intestine after weaning. Therefore, localized DNA modification changes accumulating with age may facilitate the intestinal *Lct* transcriptional gradient, while some remain partially dynamic to environmental signals.

CTCF occupancy was concordant with the *Lct* transcriptional gradient along the small intestine, and inversely correlated to DNA modification profiles at these genomic regulatory elements, particularly at *Mcm6* exon 13–intron 13. CTCF is a multifunctional protein that participates in many epigenetic regulatory functions, including insulation via enhancer blocking, imprinting, X chromosome inactivation, and both transcriptional activation and repression^47^,^48^. CTCF can also influence DNA modification distribution both locally, through binding to chromatin boundaries, and distally, through effects on chromatin architecture^37^,^49^,^50^. Here, our findings indicate that CTCF binding at the *Lct*–*Mcm6* locus functions as an intestinal region-specific transcriptional activator in adult mice, potentially by enabling DNA looping of distal enhancers, such as the *Mcm6* exon 13–intron 13 locus^32^. CTCF binding may limit the accumulation of cell-type specific DNA modifications with age at middle regions of the intestine relative to distal regions during development, whereas the absence of CTCF could promote downregulation of *Lct* through unobstructed accumulation of DNA modifications and epigenetic silencing. On the other hand, the lack of CTCF at *Lct*–*Mcm6* sites in infant mice signifies that CTCF binding is not required for the expression of high *Lct* mRNA per se. Rather, CTCF occupancy (and its putative effects on chromatin structure) occurs in tandem with DNA modification changes following weaning, to prevent uniform epigenetic silencing of *Lct* with age. The resulting effect in adulthood is that CTCF and the opposing DNA modification landscape work in concert to facilitate a transcriptional gradient in *Lct* across the intestine.

DNA modifications and CTCF may work in tandem with transcription factors to create and maintain age-dependent transcriptional gradients in cells of the same type. Transcription factors can interact with gene enhancers, including those affecting *Lct*^25^,^44^. Transcription factors have also been shown to play a role in enterocyte differentiation along the crypt-to-villi axis (i.e., HNF-1a) and in intestinal subregion specialization (i.e., GATA4)^35^,^51^,^52^,^53^. For example, GATA4 has been shown to be upregulated in the proximal small intestine and downregulated in the distal small intestine to enable the development and divergence of duodenal and ileal portions of the intestine^5^,^6^. Together, our findings suggest an interplay between molecular and epigenetic factors that facilitate the biological specialization of cell of the same type. The molecular mechanism behind this concerted effort of CTCF, DNA modifications, and transcription factors at enhancer region(s) should be investigated in future studies.

Profiling epigenetic modifications of individual cell types in a tissue region-specific manner could offer insights into tissue specialization. Our findings emphasize the future studies should examine epigenetic contributions to the transcriptional divergence of numerous genes within cells of the same type, as these could help explain why tissue subregions can perform diverse biological functions^4^,^10^,^14^ and vary widely in disease susceptibility and treatment^54^,^55^. In addition, our findings provide an important lesson for epigenetic studies of phenotypes, as failure to consider within cell-type transcriptional variation and epigenetic divergence limits the detection of biologically significant effects. Future epigenetic and gene regulation studies in health and disease will be greatly refined by not only isolating the cell type of interest, but by sampling a single cell type across tissue subregions, and across aging and environmental parameters.

## Methods

### Mouse intestinal samples and milk treatments

Infant C57BL/6NCrl mice at postnatal day 6 (P6) and adult mice at postnatal day 60 (P60) and 90 (P90) were used to investigate epigenetic changes across the small intestine (segments 1–9). To investigate diet/environmental associated epigenetic changes, P30 mice were supplied *ad libitum* sterile food and either 2% lactose-containing milk or lactose-free milk in the place of water for 60 days. All animal procedures were approved by the Institutional Animal Care Committee of the Toronto Centre for Phenogenomics (TCP) and compiled per the requirements of the Canadian Council on Animal Care and Province of Ontario Animals for Research Act.

### RNA extraction and quantitative PCR

Enterocyte *Lct* mRNA levels were examined in each of the nine intestinal segments. For each segment, a small proximal portion (~30 mg) was homogenized with a ceramic bead-based homogenizer. Total RNA was extracted using Qiagen RNeasy Mini Kit with Qiagen RNase-free DNase I. RNA yield was quantified using NanoDrop ND-1000 (Thermo Fisher Scientific), and RNA integrity was verified via the Agilent Bioanalyzer 2100 system (Agilent Technologies). Purified RNA was converted to cDNA using High Capacity RNA-to-cDNA Kit (Life Technologies). *Lct* (Mm01285112_m1) and *Mcm6* (Mm00484848_m1) mRNA levels were quantified using TaqMan Gene Expression Master Mix (Life Technologies) using Applied Biosystems ViiA 7 real-time PCR system. The enterocyte marker *Villin-1* (Mm00494146_m1) mRNA was used as endogenous control for both *Lct* and *Mcm6* gene expression. ΔΔCt was used to calculate the relative steady-state mRNA levels of each sample. Analysis was performed using repeated-measures (RM) ANOVA, and significant interactions were analyzed by Tukey’s honest significant difference (HSD) post hoc comparisons. *Mcm6* mRNA levels did not display tissue subregion variations, indicating that within cell-type transcriptional gradients can be gene specific.

### Fine-mapping of DNA modifications in enterocytes

Enterocytes were isolated from only the villi of the small intestine segments (see Supplementary methods). The purity and specificity of the villi enterocyte isolation was confirmed to be 84.8% ± 4.4 (median ± SEM) across intestinal segments through histological analysis^26^ and fluorescence-activated cell sorting (FACS) using mice expressing fluorescent protein, mKate2, under the control of the enterocyte-specific *Villin-1* promoter (see Supplementary methods and Supplementary Fig. 1). DNA modification state in the villi enterocytes was examined with single nucleotide resolution in the *Lct*–*Mcm6* locus of mice using the bisulfite padlock probe technique^27^. 

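The probe list supplied with the paper holds 604 probes. Of these, 304 were placed in the GRCm38 sequence of the *Lct*–*Mcm6* locus, 154 on the plus strand and 150 on the minus strand, between 128275617 and 128364378 on chromosome 1. The other 300 target other regions, among them imprinted genes. The probes covered 33.9% of the bases between the first and the last of them. Where a cytosine lies in an annealing arm, the reads of that probe carry the synthetic arm sequence. Among the tested cytosines of P60 mice, 20 CpGs and 2881 CpHs were covered only by such arms on their strand, and those 20 CpGs had a mean modification of 4.0%.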

Padlock probes (n = 314) were designed to target non-repetitive genomic sequences on both DNA strands (GRCm38/mm10; Supplementary File 1). Enrichment of targeted bisulfite-converted DNA was done as described^27^ (see Supplementary methods), and sequencing was performed on an Illumina HiSeq 2500. Preprocessed reads were mapped onto a bisulfite-converted mouse genome (GRCm38/mm10) using Bismark^56^. Modification estimates were included only for cytosines with > 30 reads. DNA modification density was interrogated at 7,580 modified cytosines (609 CpG sites) across 148 unique samples, and an additional 19 replicates. 

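The files hold 148 samples, made up of 71 from P60 mice, 10 from P6 mice, 35 from LAC+ mice and 32 from lac- mice. In all 148 samples, 590 CpGs and 9241 CpHs had more than 30 reads. In the 71 P60 samples alone, the numbers were 609 and 9663. The counts at cytosines of the locus summed to between 15226624 and 101149164 per sample, with a median of 25429679. Samples marked as further replicates of these are not in the files analysed here.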

All data are available from the NCBI Gene Expression Omnibus (GEO) database under accession number GSE76373.

### Statistical analysis of DNA modification data

All statistical analyses were performed with R statistical software. To investigate whether DNA modifications of isolated villi enterocytes were associated with transcriptional variation in *Lct* in enterocytes across the small intestine, we checked for normality at individual cytosines using a QQ plot, and performed a Pearson’s correlation between DNA modification density and steady-state *Lct* mRNA levels for each individual cytosine, using the 9 segments of the small intestine (n = 53, 5–6 mice per segment). Significance was set at *p* < 0.01 after Bonferroni correction for multiple testing. Clusters of significantly associated modified cytosines contained 3 or more cytosines within 500 bp. *P*-values are expressed as the –log *p*-value of the correlation coefficient, with the sign ( + /−) representing the direction of Pearson’s correlation (SLP). Genomic sites with DNA modification clusters significantly associated with *Lct* transcriptional variation were further investigated. At these sites, significant changes in the average % DNA modification status in enterocytes across the intestine was determined by one-way ANOVA. *Mcm6* mRNA (Fig. 1b) and DNA modifications at negative control regions in *Mcm6 (Mcm6* intron 1; Fig. 2) did not show significant differences between intestinal segments. 

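The 9 covered CpGs of *Mcm6* intron 1, between 128358483 and 128359015, had a mean DNA modification of 8.8% ± 1.7 (SD, n = 8) in segment 3 and 10.1% ± 0.7 (SD, n = 8) in segment 9 of P60 mice, a difference of 1.3 percentage points (exact permutation test, p = 0.062). The segment means ran from 8.3% in segment 4 to 10.1% in segment 9, and the F statistic over the 9 segments was 1.19 (permutation test, p = 0.32). Each CpG was covered by at least 1099 reads in every sample. With pooled reads in place of the mean of CpG percentages, the difference was 0.96 points (exact permutation test, p = 0.13), and with the replicate block it stayed at 1.3 points (exact permutation test, p = 0.12). Paired by the numbers of the sample titles, which differ in segment 9 and were tried after the values had been seen, 7 pairs differed by 1.4 points (exact permutation test, p = 0.031). Within lanes 5, 6 and 7, the difference between segments 9 and 3 was 1.3, 2.1 and -0.13 points. The paper uses this region as a negative control.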

No significant sex differences were observed as determined by repeated measures (RM)-ANOVA. The sequences were aligned to small intestine (adult 8 weeks) ENCODE tracks for CTCF (ENCSR000CED), H3K4me1 (ENCSR000CCR), H3K4me3 (ENCSR000CCS), H3K27ac (ENCSR000CCQ), and MEL cell line, GATA-1(ENCSR000EUG).

For testing age-associated change in DNA modifications, segment 1, 3 and 7 of P6 infants were compared against corresponding segments in P60 adults (n = 3–6 per segment per age group). We determined which genomic sites showed significant age-associated differences by analyzing change in DNA modification (adults P60 minus infants P6). Diet-associated DNA modification changes were identified by comparing LAC^+^ (n = 34; 6–7 per segment) and lac^−^ (n = 31; 5–7 per segment) P90 mice. A group-wise variance matrix showed that heavily modified CpGs (>90%) lacked deviation and these were removed from analysis in this experiment (Supplementary Table S1). Significant age- and diet-induced DNA modification changes were identified after Bonferroni correction.

### Chromatin immunoprecipitation of CTCF

Chromatin immunoprecipitation (ChIP) was performed to investigate CTCF binding in intestinal segments 1, 3, 5, 7 and 9 of both P6 and P60 mice (n = 3 per group). Tissue homogenization and ChIP were performed using the MAGnify ChIP kit (Life Technologies). Immunoprecipitation was performed overnight, using 3 μl monoclonal CTCF antibody (Pierce G.758.4), and negative control reactions used 1 μg of mouse IgG antibody (Life Technologies). Input controls were also taken for each sample. qPCR was performed with Universal SYBR Green Supermix (Bio-Rad) in triplicate for four *Lct*–*Mcm6* loci and two negative control locations up/downstream of this site (primers listed in Supplementary Table S2).

## Additional Information

**Accession codes:** Bisulfite sequencing data can be access on GSE76373.

**How to cite this article**: Oh, E. *et al*. Transcriptional heterogeneity in the lactase gene within cell-type is linked to the epigenome. *Sci. Rep.* **7**, 41843; doi: 10.1038/srep41843 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

Supplementary File

## Figures and Tables

**Figure 1:**
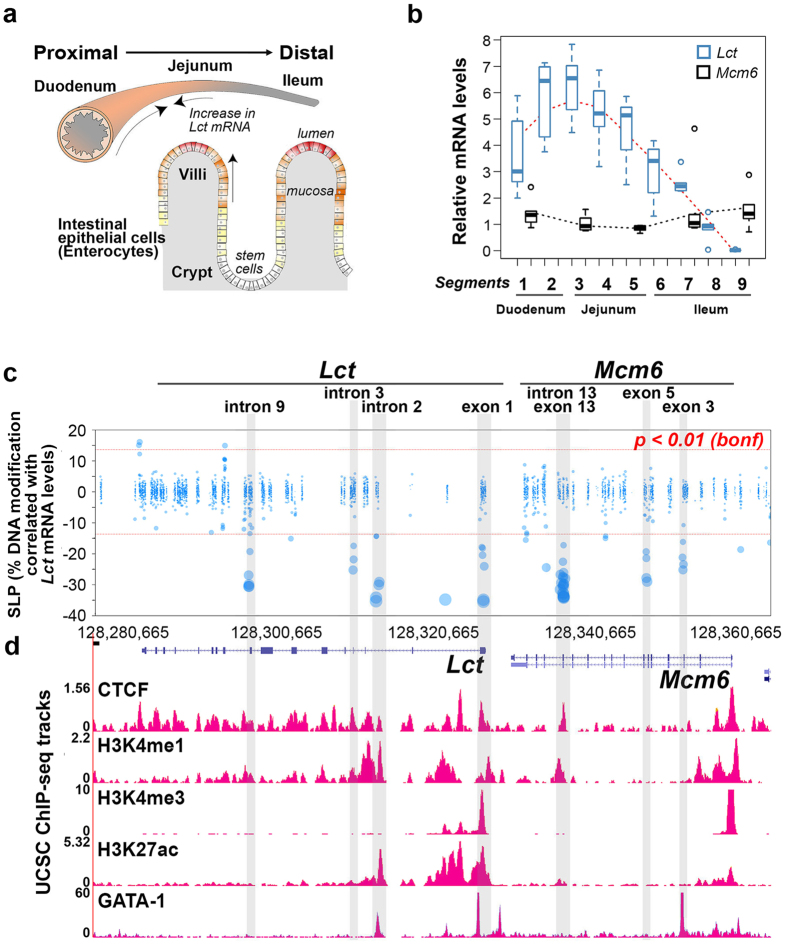
Within cell-type variation in *Lct* mRNA along the proximal-to-distal axis of small intestine is correlated to DNA modification differences at genomic regulatory elements. (**a**) Illustration of the proximal-to-distal axis of the small intestine and villi. (**b**) There is a segment-specific gradient in steady-state *Lct* mRNA levels. There is no transcriptional gradient in *Mcm6* along the intestine. Villin-1 was used as an endogenous control. Data are represented as mean ± SEM. n = 5–7 mice. **p < 0.01, ***p < 10^−3^ by Tukey’s HSD post hoc test in comparison to segment 3. (**c**) Enterocyte-specific DNA modification clusters (>3 cytosine modifications) within the *Lct*–*Mcm6* locus significantly correlated with *Lct* mRNA levels (n = 53; 9 segments × 5–6 mice per segment). Bonferroni correction for multiple testing (*p* < 0.01) is indicated by dash lines. SLP refers to the -log *p*-value of the Pearson’s correlation R^2^ (negative values signify an inverse correlation). (**d**) DNA modification clusters associated with the *Lct* transcriptional gradient (highlighted by grey vertical bars) overlap histone marks characteristic of promoters and enhancers, as well as the transcription factor GATA1 and the chromatin architectural protein CTCF (ChIP-seq data from ENCODE, n = 2).

**Figure 2:**
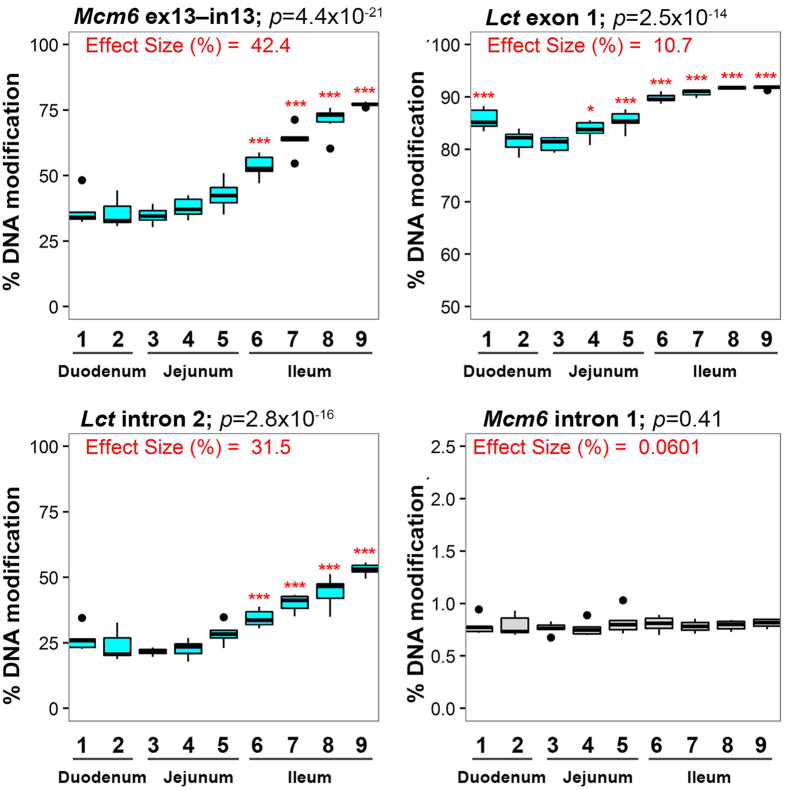
Divergence of DNA modification at *Lct* regulatory elements in enterocytes across intestinal segments. Average % DNA modification (y-axis) at *Mcm6* exon 13-intron 13, *Lct* intron 2 and *Lct* exon 1 is significantly associated with *Lct* transcriptional variation along the proximal-to-distal axis of the intestine (x-axis). *Mcm6* exon 13-intron 13, *Lct* intron 2 and *Lct* exon 1 regions selected based on findings of Fig. 1c. Average % DNA modification of *Mcm6* intron 1 included as a negative control. *P*-value obtained by one-way ANOVA (n = 53; 9 segments × 5–6 mice per segment). *p < 0.05, ***p < 10^−3^ by Tukey’s HSD post hoc test in comparison to segment 3.

**Figure 3:**
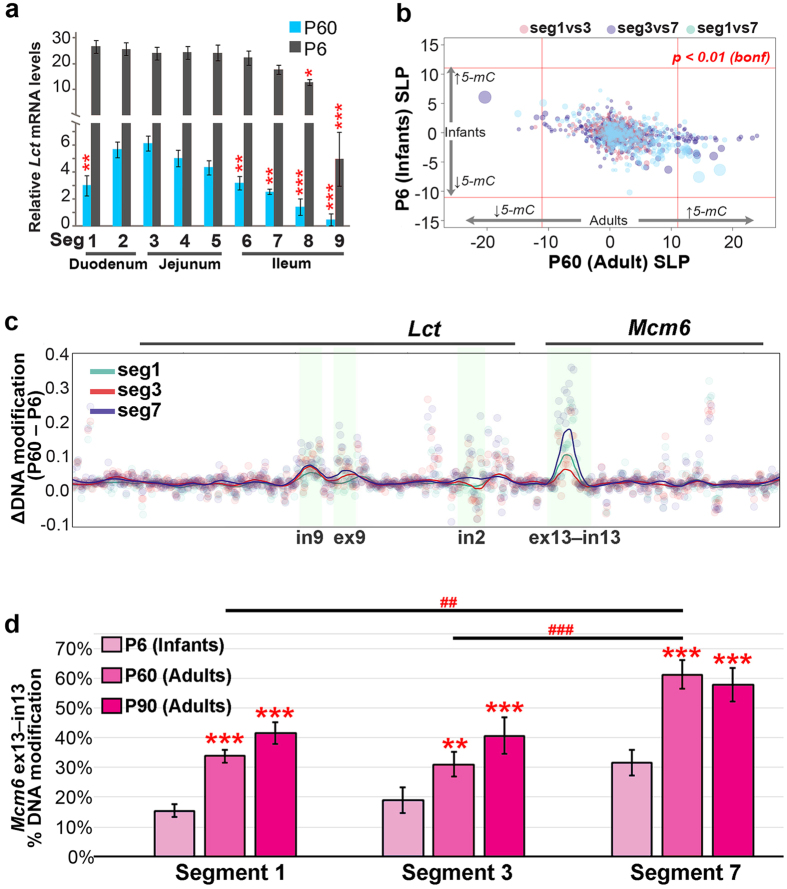
Regional differences in *Lct* transcription arises with age and the divergence of DNA modification patterns within enterocytes. (**a**) Infant mice (P6; n = 6) had higher *Lct* mRNA levels than adults (P60; n = 4–6), and had an attenuated transcriptional gradient. Data are represented as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 10^−3^ by Tukey’s HSD post hoc test compared to age-matched segment 3. (**b**) Comparison of individual DNA modifications between intestinal segments (within age group) revealed a significant divergence in DNA modifications in villi enterocytes along the intestine of adults (x-axis), but not infants (y-axis). SLP refers to signed log *p*-value. Significant comparisons exceed the dashed red line (*p* < 0.01 after Bonferroni correction). (**c**) Identification of genomic sites exhibiting differential DNA modification with age. The *Mcm6* exon 13–intron 13 site in segment 7 (blue) displayed the largest increase in % DNA modification with age, with segment 1 (red) and segment 3 (turquoise) showing smaller DNA modification increases. There was a smaller gain in DNA modifications at *Lct* exon 9–intron 9 in adults. Modification density differences y-axis; average % DNA modification in adults minus in infants by individual CpGs (n = 632) fitted with LOESS curve for each segment. (**d**) Average % DNA modification densities at *Mcm6* exon 13–intron 13 site (Data are represented as mean ± SEM; n = 14 CpGs) in enterocytes along the intestine of infants at P6 and adults at P60 and P90. DNA modification levels increased with age at *Mcm6* exon 13–intron 13, particularly in segment 7 enterocytes. Data are represented as mean ± SEM. **p < 0.01, ***p < 10^−3^ by Tukey’s HSD post hoc test compared to same segment of infant mice. ^##^*p* < 0.01, ^###^*p* < 10^−3^ by Tukey’s HSD post hoc test for between segments of P60 adults. (**b**–**d**) n = 3–7 per age group for each segment.

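The cluster of segment-associated CpGs in *Lct* exon 9 and intron 9 was divided at the exon boundary. The 4 CpGs of exon 9, from 128298481 to 128298603, gained 8.6 percentage points from P6 to P60 in segment 1 (51.1% ± 3.9, n = 3, to 59.7% ± 2.6, n = 8, SD; exact permutation test, p = 0.012). In segment 3 they gained 10.1 points (50.2% ± 8.3, n = 3, to 60.3% ± 1.2, n = 8, SD; exact permutation test, p = 0.024), and in segment 7 they gained 20.9 points (53.7% ± 7.9, n = 4, to 74.6% ± 1.6, n = 8, SD; exact permutation test, p = 0.0020). The 5 CpGs of intron 9, from 128297847 to 128298440, changed by -1.5, -0.5 and 3.3 points in segments 1, 3 and 7 (exact permutation tests, p = 0.39, 0.75 and 0.0081, with n = 3 or 4 against 8). When all covered CpGs of intron 9 were averaged in place of the cluster, the changes were 2.9, 4.2 and 6.3 points, and for exon 9 they were 2.3, 4.6 and 8.9 points. Among the CpGs of intron 9, the lowest p was at 128295381 in segments 1 and 7 and at 128295418 in segment 3. At 128295381, modification rose from 73.2% ± 2.2 (SD, n = 3) to 89.1% ± 1.2 (SD, n = 8) in segment 1 (adjusted p = 0.0015, exact permutation test, p = 0.0061). At least 360 reads covered each of the 4 CpGs of exon 9 in every sample compared.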

**Figure 4:**
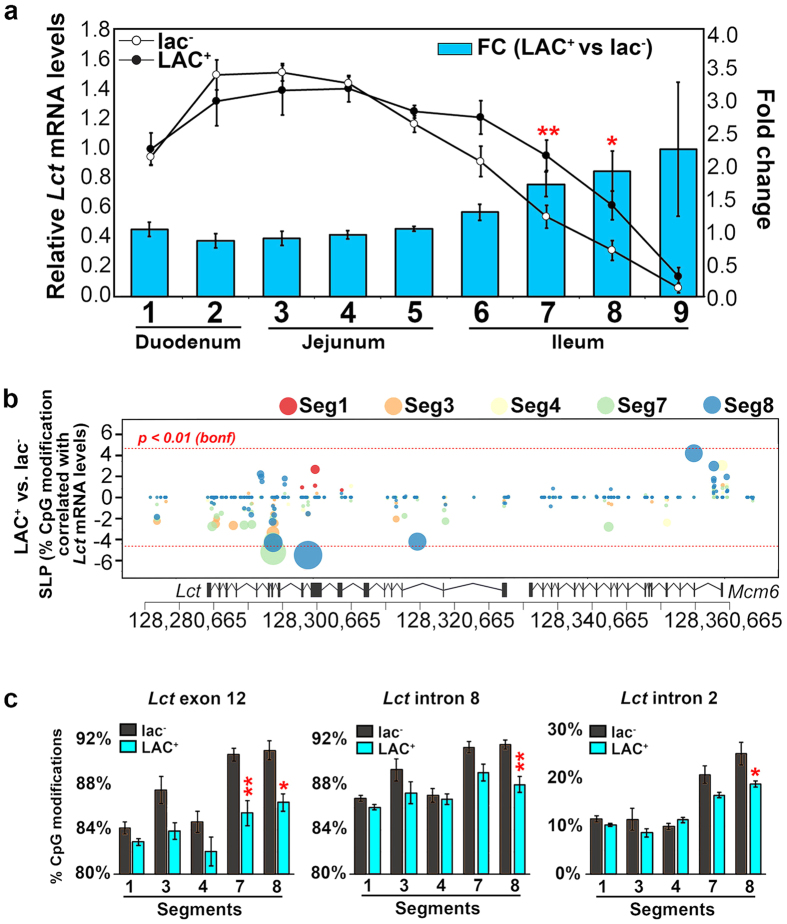
Lactose-treatment induces DNA modification changes in intestinal subregions that correspond to changes in the *Lct* transcriptional gradient. (**a**) Mice given lactose-containing milk (LAC^+^, n = 6) for 60-days had segment-specific increases in *Lct* mRNA in comparison to mice given lactose-free milk (lac^−^, n = 7). *Lct* mRNA following lactose exposure was increased in the ileum (seg7–8). *p < 0.05, **p < 0.01 by one-way ANOVA. (**b**) Changes in CpG modification were detected in intestinal segments that displayed *Lct* mRNA changes in response to lactose treatment (*p* < 0.01 after Bonferroni correction; dashed red line; LAC^+^ n = 6–7 mice per segment; lac^−^ n = 5–7 mice per segment). (**c**) Reductions in CpG modifications occurred in response to lactose treatment at *Lct* exon 12 (Factorial ANOVA; *F*_4,55_ = 2.3, *p* = 0.074), intron 8 (*F*_4,55_ = 2.3, *p* = 0.074) and intron 2 (*F*_4,55_ = 3.1, *p* = 0.023) in distal intestinal segments. Data are represented as average % CpG modification density ± SEM. Effect of lactose treatment by intestinal segment was calculated by factorial ANOVA. *p < 0.05 **p < 0.01, and ***p < 0.01 by Tukey’s HSD post hoc test for between lactose treatment within intestinal segment.

**Figure 5:**
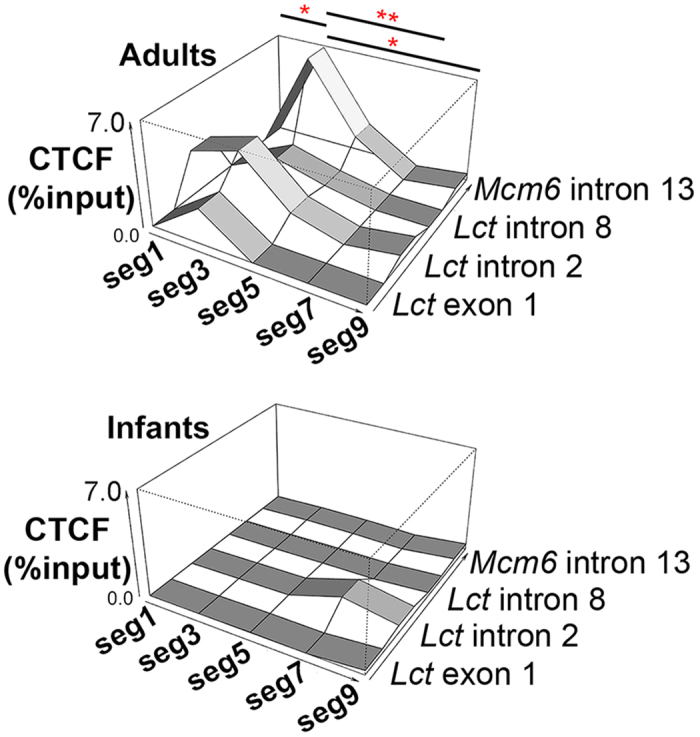
CTCF binding at epigenetically-controlled sites in the *Lct*–*Mcm6* locus corresponds to the *Lct* transcriptional gradient. ChIP-qPCR analysis of CTCF binding at *Mcm6* intron 13, *Lct* intron 8, *Lct* intron 2 and *Lct* exon 1 in adults (P60; top) and infants (P6; bottom) by segment (Data are represented as mean; n = 3 per group). Data presented as percent input after background normalization. *p < 0.05 and **p < 0.01 by Tukey’s HSD post hoc test for one-way ANOVA by effects of intestinal segment.

**Figure 6:**
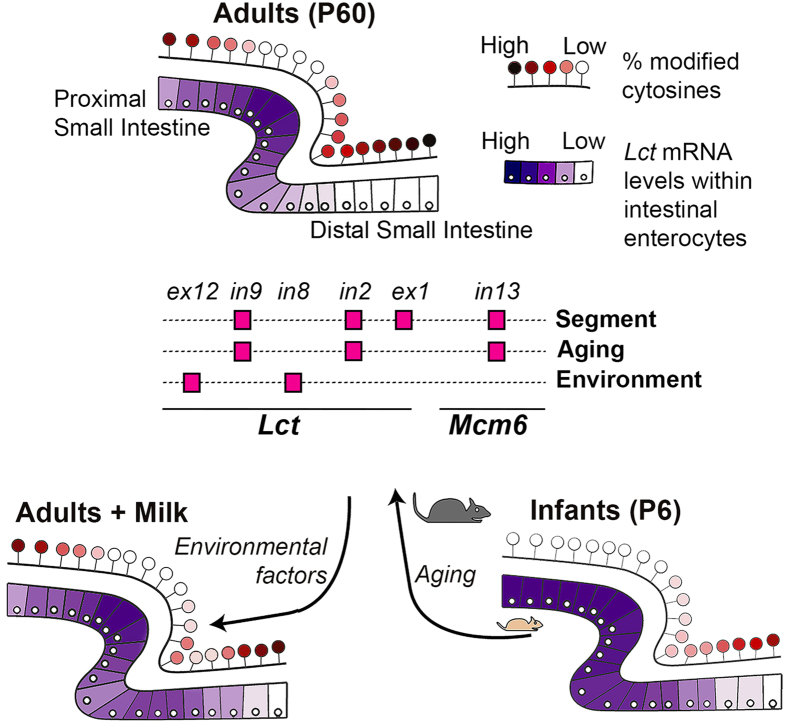
Relationship between *Lct* transcriptional gradient and DNA modification status. In enterocytes along the small intestine, transcriptional variation in the *Lct* gene corresponds to variation in DNA modification profiles at regulatory elements. The *Lct* transcriptional gradient is established with age and is modifiable by environmental signals; changes which co-occur with DNA modification density alterations in enterocytes at the same intestinal regions. The key genomic sites exhibiting DNA modification differences predictive of *Lct* transcriptional heterogeneity across intestinal segments and in response to aging and environmental signals are summarized.

How the deposited data were processed for this re-analysis (not part of the article)

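DNA from villi enterocytes of the mouse small intestine was bisulfite-converted, captured with padlock probes at the *Lct*–*Mcm6* locus and at other regions that include imprinted genes, and sequenced. The files analysed here hold 148 samples. Of these, 71 came from P60 mice (8 in each of segments 1 to 5 and 7 to 9 and 7 in segment 6), 10 from P6 mice (3, 3 and 4 in segments 1, 3 and 7), and 67 from P90 mice given milk for 60 days, 35 LAC+ and 32 lac- (segments 1, 3, 4, 7 and 8).

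The authors mapped the reads and deposited, for each cytosine of each sample, the counts of reads that called it modified and unmodified, without normalization. Those counts were used as they are. Percent modification is the number of modified reads divided by all reads at the cytosine. Coordinates are those of GRCm38. The sequence context of 17903 cytosines was checked against the reference, where 17853 were the same and 50 differed by masked bases. Read counts summed over the cytosines of the locus had medians of 20971736 in P60, 40786604 in P6, 47322523 in LAC+ and 41561378 in lac- samples.

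A cytosine entered a test with more than 30 reads in at least 3 samples of each group. The counts were fitted with a quasi-binomial model that estimates 1 dispersion per cytosine, and groups were compared with an F test. Bonferroni correction ran over CpGs and CpHs together for segments and age, and over CpGs up to 90% modified for diet, with a threshold of 0.01. Cytosines within 500 bp of the next were joined into clusters of at least 3. Regions were summarized in each sample as the mean of their CpG percentages and compared with exact permutation tests over all splits of the samples, or with 100000 random resamples (seed 1) where the splits were too many. Interactions were tested by shuffling age or diet within segments. Correlations with *Lct* mRNA used the mean of each segment read by eye from Fig. 3a, because values of single mice are not in the files analysed here. The 18 CpGs of *Mcm6* exon 13–intron 13 and the CpGs of *Lct* exon 1, intron 2, exon 9 and intron 9 were selected in the same P60 samples in which they were then tested. Single CpGs were named by 1 rule, the lowest p within each region and the 3 lowest outside the regions. The work was done in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9, and in R 4.3.3 with limma 3.58.1.

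The models were tested on simulated data with the mean, depth and dispersion of each real cytosine, in which 200 CpGs were shifted by 20 percentage points. In the layouts of the P60 segments, segments 3 and 7, the ages in segment 7 and the diets in segment 8, 193, 177, 137 and 165 of the 200 were recovered after Bonferroni correction, and 0 unchanged cytosines passed. Among unchanged CpGs, 9.3%, 6.0%, 6.5% and 5.8% had an uncorrected p under 0.05, so the F test is somewhat liberal before correction, most of all for the 9 segments. Of 2000 simulated comparisons without a difference, the permutation test gave p under 0.05 in 4.9%.

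The alternatives listed beforehand were coverage minimums of 10 and 100 reads, Benjamini-Hochberg correction at 0.05, limma on log2 odds with a pseudocount of 0.5, sequencing lane as a covariate, the replicate number as a block, pooled reads in place of means, all covered CpGs of the annotated exon or intron, no removal of CpGs above 90%, lanes shared by both diets only, each P6 sample left out in turn, and P60 samples drawn down to the P6 numbers 100 times. Samples, designs and these alternatives were fixed before the files arrived. Several choices were made afterwards: the joint Bonferroni denominator, the use of CpGs covered in every sample for the windows, the division of the *Lct* exon 9 and intron 9 cluster by feature, the use of 2 samples where leaving 1 out left fewer than 3, the tests at *Mcm6* exon 13–intron 13 within P6, the interactions at *Lct* exon 9, intron 9 and intron 2 and between P60 and P90, the alternative without the CpG read only in a probe arm, the settings with single CpGs for diet, the Benjamini-Hochberg count for the mRNA correlation, the strand difference of 20 points, and the comparison with imprinted regions. Also added after the values had been seen were the replicate block within P6, the block by the numbers of the sample titles, the diets compared within merged and within unmerged files, P60 against P90 without merged files or on shared lanes, and the diets at *Mcm6* intron 1. In the comparison within kinds of file, differences were weighted by the sample numbers and diets were permuted within each kind. Sequencing lanes and the mark of a merged file were taken from the names of the files. The replicate number was taken from the source names, from which the number in the title differs for 15 samples. No sample was left out of the main settings. P60 segment 1 replicates 1 and 4, whose values were closest of 28 pairs, were kept as separate samples. The mRNA, CTCF and chromatin data of the paper are not in the files analysed here.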

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

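Single samples far from the rest of their group were looked for in 67 groups of a region and a condition. By chance about 1 in 20 groups would be flagged, 3.35 in all, and 7 were. At *Lct* exon 12, as the mean of all 5 CpGs, P90 LAC+ segment 8 replicate 1 had 89.6708% where the other 6 had 84.9% ± 0.5 (SD), and P90 lac- segment 8 replicate 6, the only lac- sample of that segment on lane 1, had 85.4895% where the others had 89.5% ± 0.9 (SD). The first is the only unmerged file of its group and the second the only merged one. P60 segment 9 replicate 1 was low in 2 regions, with 55.3406% at *Lct* intron 2 and 74.6142% at *Mcm6* exon 13–intron 13. P60 segment 1 replicate 5 had 48.8918% at *Mcm6* exon 13–intron 13 against 34.5% ± 2.7 (SD) in the others. P60 segment 3 replicate 8 had 12.5385% at *Mcm6* intron 1 against 8.2% ± 0.8 (SD), and P90 LAC+ segment 4 replicate 1 had 77.8871% at *Lct* intron 8 against 76.8% ± 0.3 (SD). Low read depth accounts for few of these, since 1 of the 7 had the fewest reads of its group. At the segment-associated CpGs outside the region, 5 of the 7 lay nearest to the mean of a neighbouring segment. For P60 segment 9 replicate 1, nearest to segment 8, a segment border drawn differently could be the cause, which cannot be told apart from variation between mice. For the others the values argue against it. P60 segment 3 replicate 8 was nearest to segment 4, where no P60 sample was above 9.4% at *Mcm6* intron 1. The 2 samples flagged at exon 12 were nearest to segment 7, where no LAC+ sample was above 89.1% and no lac- sample below 86.2%. The predictions on read depth and on the segment were written after the samples had been seen.

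P90 LAC+ segment 3 replicate 7, the only P90 sample on lane 2, had 83.3% at *Mcm6* exon 13–intron 13, above every P90 sample of segment 8. Over 90 other segment-associated CpGs it lay nearest to the mean of segment 8 (distance 8.43) and farther from its own segment 3 (distance 13.86). This may mean that the tissue came from a distal segment, but at *Mcm6* intron 1 the sample had 25.5%, where no P90 sample of segment 8 was above 20.3%, and lane 2 carried no other sample and the label was kept.

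The gain from P6 to P60 differed between segments at *Lct* exon 9 (permutation p = 0.0053, Benjamini-Hochberg value 0.026 over 5 interactions), *Lct* intron 2 (permutation p = 0.0131, 0.033) and *Lct* intron 9 (permutation p = 0.0394, 0.049). At *Mcm6* exon 13–intron 13 the change from P60 to P90 LAC+ mice differed between segments (permutation p = 0.0275, 0.046), and for lac- mice it had a permutation p of 0.099. These interactions were chosen after the values had been seen. As lane followed age in all of them except part of the lac- comparison, a batch that acts differently on each segment cannot be told apart from age. In the comparisons of P60 with P90, milk cannot be told apart from age either, since all P90 mice were given milk and P60 mice were not.

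At 9 imprinted CpGs on chromosome 7 between 143295342 and 143295470, P6 mice were lower than P60 mice by 38.5838 percentage points (42.7% ± 4.0, n = 10, against 81.3% ± 2.4, n = 24, SD), and P90 mice had 74.6% ± 9.5 (SD, n = 67), from 45.9 to 88.2%. Lane means of the P60 samples differed by at most 1.2359 points there, and the P6 samples had a median of 4454 reads per CpG, so neither lane differences of that size nor low depth could account for it. All P6 samples nevertheless shared lane 8. In P90 segment 8 the same CpGs had 69.6% ± 2.2 (SD, n = 6) in merged and 84.6% in the unmerged LAC+ file, and 78.4% in the merged and 84.05% ± 2.4 (SD, n = 6) in unmerged lac- files, so they differ between kinds of file, and batch and age cannot be told apart.

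In P60, 18 of the CpGs read on both strands differed between the strands by more than 20 points, by up to 92.4. The less modified cytosine lay in an annealing arm of a probe on its own strand at 88.8889% of the 18 (16 CpGs) and at 0.7843% (2 CpGs) of the others (Fisher's exact test, p = 7.9e-22). Synthetic arm sequence in the reads is thus a likely cause, and such CpGs carry little information on modification. Of the 18 CpGs at *Mcm6* exon 13–intron 13, 128338195 on the minus strand was the 1 read only in an arm.

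In P6 segment 7, the CpH 128344481 of *Mcm6* intron 8 was modified at 8.9944%, and its neighbour 128344486 at 16.5%, against 1.1% and 1.6% in P60 segment 7. Incomplete conversion could raise single CpHs, but the other 23 plus-strand CpHs within 50 bp had at most 2.1023% in P6, a value between the 2 cut-offs that separated the explanations, 1 of which was set after this value had been seen. On lanes shared by P60 and lac- mice, lac- mice were higher in all 6 comparisons at these CpHs, by 0.77 to 2.4 points. Of these, 1 had p under 0.05 (2.9% against 1.6% at 128344486 in segment 7, exact permutation p = 0.0062). The P6 lane was not among them, so these comparisons cannot test a batch effect on that lane, which stays open. Both predictions were made only after the values had been seen.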

How the results depend on the processing

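Each headline result was recomputed with alternatives fixed before the files arrived and with some added afterwards. Of 75 results, 33 stayed the same and 42 changed in at least 1 alternative. Among the 33 is the number of CpGs correlated with *Lct* mRNA, which was recomputed only as a percentage. Of 509 recomputed values, 419 were the same, 43 moved, 10 were weaker, 10 were stronger and 27 changed direction. At the 60 single sites named by rule, 3 of the recomputed values were weaker and the rest were the same. The weaker values include the change at 128314756 in segment 8 for diet, 5.5923 points with at least 100 reads.

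Benjamini-Hochberg correction, which is more permissive, raised counts most: to 192 CpGs and 33 CpHs between the P60 segments, 65 CpGs between segments 3 and 7 and 96 between segments 1 and 7, 75, 69 and 140 CpGs and 138, 154 and 299 CpHs with age in segments 1, 3 and 7, and 15 CpGs with diet in segment 8. Added after the values were seen, it raised the share of CpGs inversely correlated with *Lct* mRNA from 10.5666% to 17.7642%. The limma fit, which tests log2 odds, gave 3 CpHs between the P60 segments, 0 CpGs between segments 1 and 3 and 8 between segments 1 and 7, 2 and 0 CpGs with age in segments 1 and 3, 0, 0 and 4 CpHs with age in segments 1, 3 and 7, and 2 CpGs with diet in segment 8.

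With the replicate block, which compares samples of the same number, 0, 4 and 2 CpGs differed between P60 segments 1 and 3, 3 and 7, and 1 and 7. With lane as a covariate, 0 differed between segments 1 and 3 and 7 between segments 1 and 7. Drawn down to the P6 numbers, P60 samples gave a median of 0 for each pair. A minimum of 100 reads left 2 CpGs with age in segment 1 and changed the diet difference of the imprinted regions in segment 7 to -0.5897 points (exact permutation p = 0.057).

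Leaving out each P6 sample in turn gave 1 to 4, 2 to 15 and 3 to 7 CpGs with age in segments 1, 3 and 7, and 1 CpH in segments 1 and 3. The gain at *Mcm6* exon 13–intron 13 in segment 3 ranged from 6.7334 to 24.2017 points, that at *Lct* exon 9 in segment 3 from 7.1326 to 14.7998, and that at *Lct* intron 9 in segment 3 from -1.6135 to 1.3771. At *Lct* intron 2 it ranged from -1.3837 to 8.1797 in segment 1 and from -6.0392 to 6.4943 in segment 3.

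Pooling reads, which weights CpGs by depth, gave -3.1193 points with age at *Lct* intron 2 in segment 1, an interaction F of 4.9023 at *Mcm6* exon 13–intron 13, diet differences of -0.2711 and -1.3218 at *Lct* intron 8 in segments 3 and 8, and 5.3726 and 7.1425 at *Lct* intron 2 in segments 1 and 4. Averaging all covered CpGs of *Lct* intron 9 turned its age change to 2.9448 and 4.2004 points in segments 1 and 3.

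Only lanes with both diets left 1 lac- sample in segments 3, 7 and 8. There *Lct* exon 12 changed by -0.9767, -1.8513 and 0.3804 points in segments 3, 7 and 8, *Lct* intron 8 by -3.312e-04, -0.8662 and -0.1337 in segments 1, 4 and 7, *Lct* intron 2 by -5.9452 in segment 3, and *Mcm6* exon 13–intron 13 by -5.9098 and -0.0584 in segments 3 and 4. With the replicate block, exon 12 changed by -4.1285 in segment 7 (exact permutation p = 0.094), intron 8 by -0.6834 in segment 8 (exact permutation p = 0.047) and *Mcm6* exon 13–intron 13 by 6.4638 in segment 1. Keeping heavily modified CpGs gave -0.5775 at intron 8 in segment 7. Settings added later used single CpGs: the CpG of lowest p gave -2.2547 and -3.6058 at intron 8 in segments 7 and 8 and 6.7351 at intron 2 in segment 8, where the CpG at 128314931 gave -6.3665. Age comparisons have no row for shared lanes, since P6 and P60 shared none.

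Further alternatives were chosen after seeing the values. Comparing the diets within merged and within unmerged files gave -1.3901 and -0.0047 points at *Lct* exon 12 in segments 7 and 8 (exact permutation p = 0.17 and 0.98), -3.312e-04, -0.8662 and -0.9836 at *Lct* intron 8 in segments 1, 4 and 7, -0.5212 and -1.2759 at *Lct* intron 2 in segments 7 and 8, and -0.0584, -1.7258 and -0.4396 at *Mcm6* exon 13–intron 13 in segments 4, 7 and 8. From P60 to P90, *Mcm6* exon 13–intron 13 without merged files rose by 1.5175 points in lac- mice in segment 1 and by 12.0751 in LAC+ mice in segment 3 (exact permutation p = 0.29), and on lanes with both ages lac- mice changed by -4.1768 in segment 1. Paired by the numbers of the sample titles, *Mcm6* intron 1 differed by 1.4374 points between P60 segments 9 and 3 (exact permutation p = 0.031), and *Mcm6* exon 13–intron 13 by 8.5393 between the diets in segment 1 (exact permutation p = 0.0625). Within P6, the replicate block gave 12.9009 points for segment 7 against 3 and 16.2808 against 1 (exact permutation p = 0.25 each).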

Differences from the paper's values

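The lowest R2 of CpGs inversely correlated with *Lct* mRNA is 0.62 in the paper and 0.2966 in the files, where mRNA was taken from segment means. The correlation with an R2 of 0.2966 had an adjusted p of 0.0099, so this lowest value lies at the cut-off of the test. Within the cluster at *Mcm6* exon 13–intron 13 alone the lowest was 0.6244. None of the alternatives listed beforehand recomputed this value.

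The decrease in LAC+ mice at *Lct* intron 8 in segment 8 is 3.6 in the paper and 0.6834 points in the files. Alternatives listed beforehand gave 0.6834 to 1.3218, or 0.0305 on shared lanes, and none closes the gap. A setting added and chosen after seeing the values, the CpG of lowest p at 128298853, gives 3.6058.

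At *Lct* intron 2 in segment 8 the paper has a decrease of 6.4, where the mean of the files' CpGs rose, which is a decrease of -2.4225 points. Those listed beforehand gave -1.6129 to -2.4225 and none closes the gap, nor does the CpG of lowest p (-6.7351). The CpG at 128314931 gives 6.3665, but it was picked after seeing the values because it comes close to the paper's, and the rule that now selects it, the largest decrease of the intron, was written later. At *Lct* exon 12 the means, 4.2487 in segment 7 and 3.8065 in segment 8, lie near the paper's 5.2 and 4.7, and the CpG at 128293733, a setting chosen after seeing the values, gives 5.2375 and 4.7027. On shared lanes exon 12 in segment 8 gives -0.3804, and within merged and within unmerged files, chosen after seeing the values, exon 12 gives 1.3901 and 0.0047, intron 8 gives 0.4897 and intron 2 gives 1.2759.

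The rise at *Lct* intron 2 from segment 3 to segment 9 is about 32 in Fig. 2, read by eye, and 36.9200 in the files. Pooled reads (40.6535) and all covered CpGs (11.4688) do not close the gap, and the coverage minimums and the replicate block leave it as it is.

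Smaller differences did not pass the limit for a difference. The files have 9663 CpHs and 10272 cytosines above 30 reads in all P60 samples where the paper has 6971 and 7580. The *Lct* intron 2 cluster of the segment comparison has 4 CpGs where the paper has 6. By correlation with *Lct* mRNA, as in the paper, that cluster has 6 CpGs in the files too. The files also have 304 probes of the locus where the paper has 314, and 71, 35 and 32 samples where the paper has 53, 34 and 31.

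Some statements of the paper also differ from the files. The paper found no CpH changing with age, and 2, 3 and 7 CpHs passed the threshold in segments 1, 3 and 7. All were less modified in P60, as was the mean of all CpHs, and lane followed age. It describes CpGs changed by diet after Bonferroni correction in the distal segments. Here 0 passed with the F test, while the limma fit gave 2 in segment 8. It describes the proximal segments as unchanged by diet, and no single CpG passed there in the files either. The mean of *Lct* exon 12 fell by 3.4 points in segment 3 (exact permutation p = 0.0076), where diet cannot be told apart from lane. The segment of single samples may be in doubt there too. It describes a gain at *Mcm6* exon 13–intron 13 in all 3 segments. In segment 3 the gain was 13.6 points, with all 8 P60 samples above the P6 mean, and had an exact permutation p of 0.0545. Leaving out each P6 sample in turn gave gains from 6.7 to 24.2 points. For the stronger gain in segment 7, the result depends on the summary: the interaction had a permutation p of 0.088 with the mean of CpG percentages and of 0.019 with pooled reads. Neither takes account of the replicate numbers shared by the P6 samples.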

Other observations

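Chance was tested by regrouping the same samples at random. For the P60 segments, only 1 of the 100 splits, the real one, gave as many CpGs, and the same held for CpHs, for each pair of P60 segments, for the CpGs correlated with *Lct* mRNA, and for CpGs and CpHs with age in segments 1, 3 and 7. In P6 and for diet no CpG passed, so every split had to give as many sites. That was 10 of 10 splits for P6 segments 1 and 3, 35 of 35 for each other P6 pair and 100 of 100 in each of the 5 diet segments. Regrouping therefore cannot test chance there. P60 samples drawn down to the P6 numbers gave a median of 0 CpGs for all 3 pairs. The absence of differences between P6 segments is therefore also what too few P6 mice would give, and it cannot be told apart from a true lack of a gradient.

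P6 and P60 libraries never shared a lane. At the p cut-off of the 4, 4 and 6 CpGs of the locus reported for segments 1, 3 and 7 (0.6240%, 0.6231% and 0.9302% of those tested), 2.1152%, 1.7647% and 3.1106% of the imprinted CpGs passed. With Bonferroni correction over CpGs alone, a threshold that lets more CpGs pass, the shares were 5.9929%, 3.2941% and 4.6083% of imprinted CpGs against 2.6521%, 2.8037% and 2.9457% at the locus. A library batch may account for single age-associated CpGs, and age cannot be told apart from it. The imprinted windows were higher in P60 in 19, 17 and 12 of 20. Incomplete conversion is an unlikely cause, as mean CpH modification changed by -0.2166, -0.1517 and -0.2131 points from P6 to P60 while CpGs gained 1.3732, 1.6127 and 2.7742 points. For *Mcm6* exon 13–intron 13 as a whole, at most 2 of the 20 imprinted windows changed by as much in any segment. Changes of that size were thus rare among these windows, in which batch and age cannot be told apart either. These tests were planned only after the values had been seen.

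In segments 3, 7 and 8 the diets were nearly split by lane. The single lac- sample on lane 1 lay nearer to the LAC+ mean than to the other lac- samples at 68.2353%, 63.8095% and 57.4394% of CpGs, where every other lac- sample did so at no more than 46.7647%, 46.3492% and 46.7128%. At the single CpGs of *Lct* exon 12, intron 8 and intron 2 with decreases, it lay nearer to the LAC+ mean in 3 of 4 pairs of CpG and segment. Of the imprinted CpGs, 0% passed the threshold with diet in segments 3, 7 and 8. The kind of file follows the diet as well, and it differs within lane 1. At *Lct* exon 12, 6 of the 9 merged lac- and unmerged LAC+ samples of these segments lay nearer to samples of the other diet with the same kind of file than to those of their own diet with the other kind, and within kinds of file the difference was -3.0558 points in segment 3 (exact permutation p = 0.043, against -3.4048 without this division), -1.3901 in segment 7 and -0.0047 in segment 8. With all samples kept, the kind of file thus leaves most of the difference in segment 3. There only the lane, with -0.9767 points on the shared lane and 1 lac- sample, remains as a technical cause tested. The unmerged LAC+ files of segment 3 include replicate 7, whose segment is in doubt. As the mean of all 5 CpGs it had 78.2%, against 82.6 and 83.9% in the other unmerged LAC+ files. Unmerged lac- files had 85.3% ± 2.2 (SD, n = 5). The difference without replicate 7 was not computed. In segments 7 and 8 the differences could come from lanes or kinds of file, and diet cannot be told apart from either. In segments 1 and 4, where lane 3 carried merged files of both diets, the exon 12 CpG at 128293733 fell by 1.9 points (exact permutation p = 0.018) and by 1.7 points (exact permutation p = 0.29).

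The P6 samples numbered 1 had the highest modification at *Mcm6* exon 13–intron 13 in every segment (27.0, 41.6 and 42.7%), and P6 samples of the same number deviated together over segment-associated CpGs (mean r = 0.556 against -0.198, permutation p = 0.019). A hypothesis is that each number is 1 mouse and that mice of this age differ in how far the modification has advanced. Without replicate 1 the gain in segment 3 was 24.2017 points, so this number may set the spread of the infant group. Its lane was that of all P6 samples.

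*Mcm6* intron 1 did not differ over the 9 P60 segments (F statistic, permutation p = 0.32). Paired by title numbers, segment 9 exceeded segment 3 by 1.4 points (exact permutation p = 0.031). In segment 3 it had 14.2% ± 7.3 (SD, n = 3) in P6 and 8.8% ± 1.7 (SD, n = 8) in P60. In segment 7, all 4 P6 samples (12.5 to 18.5%) lay above all 8 P60 samples (8.2 to 11.4%). In segment 1, P6 samples had 10.4 to 14.0% and P60 samples 7.2 to 12.1%. The ages were not tested here, and lane followed age. In P90 lac- mice *Mcm6* intron 1 followed the kind of file. All 12 merged lac- files lay above every unmerged lac- file of the same segment, with 18.4% ± 1.1 (SD, n = 5) against 8.8% ± 1.3 (SD, n = 2) in segment 4. The higher mean of LAC+ than of lac- mice in segment 8 (16.3% ± 2.5 against 10.6% ± 1.9, SD, n = 7 each) had an exact permutation p of 0.0012, and within merged and within unmerged files 2.4354 of 5.7332 points remained (exact permutation p = 0.061). In segments 1, 3, 4 and 7 the difference within kinds of file was 0.4364, 4.1989, 2.6843 and 1.5056 points (exact permutation p from 0.20 to 0.65). Merging may thus account for part of the difference in segment 8, and the rest cannot be told apart from diet or from other features of the libraries. Merging may also lie behind the higher modification of *Mcm6* exon 13–intron 13 in P90 lac- than in P60 mice in segment 1, of which 1.5175 of 8.5338 points remained without the merged files. Merged lac- files were also higher in this region in segments 3 and 4, and merged LAC+ files in segments 3, 7 and 8. The single merged lac- file was lower in segment 7 (51.5% against 62.1%) and segment 8 (66.8% against 74.3%), so the direction was not the same throughout. Merged files were on lanes 1 and 3 only, so the mark cannot be told apart from other features of those libraries. The tests of merged files were planned after the values had been seen.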
